# Cytosolic RNA binding of the mitochondrial TCA cycle enzyme malate dehydrogenase

**DOI:** 10.1261/rna.079925.123

**Published:** 2024-07

**Authors:** Michelle Noble, Aindrila Chatterjee, Thileepan Sekaran, Thomas Schwarzl, Matthias W. Hentze

**Keywords:** RNA-binding proteins, MDH2, metabolic enzymes

## Abstract

Several enzymes of intermediary metabolism have been identified to bind RNA in cells, with potential consequences for the bound RNAs and/or the enzyme. In this study, we investigate the RNA-binding activity of the mitochondrial enzyme malate dehydrogenase 2 (MDH2), which functions in the tricarboxylic acid (TCA) cycle and the malate–aspartate shuttle. We confirmed *in cellulo* RNA binding of MDH2 using orthogonal biochemical assays and performed enhanced cross-linking and immunoprecipitation (eCLIP) to identify the cellular RNAs associated with endogenous MDH2. Surprisingly, MDH2 preferentially binds cytosolic over mitochondrial RNAs, although the latter are abundant in the milieu of the mature protein. Subcellular fractionation followed by RNA-binding assays revealed that MDH2–RNA interactions occur predominantly outside of mitochondria. We also found that a cytosolically retained N-terminal deletion mutant of MDH2 is competent to bind RNA, indicating that mitochondrial targeting is dispensable for MDH2–RNA interactions. MDH2 RNA binding increased when cellular NAD^+^ levels (MDH2's cofactor) were pharmacologically diminished, suggesting that the metabolic state of cells affects RNA binding. Taken together, our data implicate an as yet unidentified function of MDH2-binding RNA in the cytosol.

## INTRODUCTION

During the past decade, numerous metabolic enzymes at the heart of intermediary metabolism have emerged to bind RNA (Cieśla 2006; Baltz et al. 2012; Castello et al. 2012; Hentze et al. 2018). Several metabolic enzymes (e.g., ACO1, GAPDH, TYMS, IMPDH, PKM2) have been found to moonlight in posttranscriptional regulatory functions (Casey et al. 1988; Chu et al. 1991; Hentze and Argos 1991; Constable et al. 1992; Singh and Green 1993; Nagy and Rigby 1995; Dollenmaier and Weitz 2003; Zhou et al. 2008; Hentze and Preiss 2010; McGrew and Hedstrom 2012; Kejiou et al. 2023). In contrast, the enzymatic activities of ENO1 and SHMT1 have been found to be riboregulated by cytosolic RNAs (Guiducci et al. 2019; Huppertz et al. 2022). Although these examples underline physiologically significant roles of metabolic enzyme–RNA interactions, these cannot be assumed on the basis of binding data alone, and the roles of most metabolic enzyme–RNA interactions await detailed exploration.

Malate dehydrogenase has repeatedly been identified to interact with RNA across biological model systems ranging from *Escherichia coli* to human cells. Its RNA binding has been detected in multiple large-scale RNA interactome studies (Scherrer et al. 2010; Baltz et al. 2012; Castello et al. 2012, 2016; Kwon et al. 2013; Beckmann et al. 2015; Matia-González et al. 2015; He et al. 2016; Liao et al. 2016; Marondedze et al. 2016; Wessels et al. 2016; Mullari et al. 2017; Bao et al. 2018; Huang et al. 2018; Perez-Perri et al. 2018, 2023; Shchepachev et al. 2018; Esmaillie et al. 2019; Garcia-Moreno et al. 2019; Mallam et al. 2019; Panhale et al. 2019; Queiroz et al. 2019; Trendel et al. 2019; Urdaneta et al. 2019; Backlund et al. 2020), purified together with poly(A) RNA as well as total RNA (Caudron-Herger et al. 2021; Gebauer et al. 2021; Schwarzl et al. 2022). Like most mitochondrial proteins, malate dehydrogenase 2 (MDH2) is encoded by the nuclear genome, synthesized as a precursor protein in the cytosol, and then imported into the mitochondrial matrix (Chien et al. 1984; Grant et al. 1986, 1987; Chu et al. 1987; Sztul et al. 1988), where it assembles into functional homodimers. Together with its cytosolic isoform MDH1, MDH2 forms part of the malate–aspartate shuttle, transporting reducing equivalents and metabolites across the mitochondrial membrane (Berg et al. 2002). It thus supports the preservation of the cellular redox state across compartments. Dysfunctions in MDH2 expression and activity are involved in several pathologies, including different forms of cancer and neurodevelopmental disorders (Liu et al. 2013; Cascón et al. 2015; Lo et al. 2015; Ait-El-Mkadem et al. 2017).

MDH2 belongs to the 2-hydroxy acid dehydrogenase superfamily and catalyzes the reversible conversion of malate to oxaloacetate with the simultaneous reduction of NAD^+^ to NADH. Like other dehydrogenases, MDH2 has an NAD^+^-binding Rossman fold, which has been proposed as an RNA-binding domain (Hentze 1994; Nagy et al. 2000; Castello et al. 2015; Liao et al. 2016). MDH2's RNA-binding function has been implicated in the posttranscriptional regulation of SCN1A mRNA by binding to its 3′ UTR (Chen et al. 2017). It has also been reported to promote tumorigenesis via lncRNA AC020978 (Xu et al. 2021). Additionally, MDH2 binding to lncRNA GAS5 was linked to tricarboxylic acid (TCA) cycle regulation by disrupting the formation of an MDH2–FH–CS metabolon complex (FH, fumarate hydratase; CS, citrate synthase) (Sang et al. 2021). Although these studies uncover possible functions of the RNA-binding activity of MDH2, they have focused on individual MDH2–RNA interactions, and an unbiased, comprehensive analysis of MDH2's RNA-binding properties is still lacking.

We, therefore, used eCLIP (Van Nostrand et al. 2016) to determine the scope of RNA binding by MDH2. In addition, we provide insights into the cellular locale of MDH2–RNA interactions as well as potential effects of MDH2's cofactor NAD^+^ on its apparent RNA-binding activity.

## RESULTS

### Human mitochondrial malate dehydrogenase binds RNA in Huh7 cells

We probed the RNA binding of MDH2 in the human hepatocarcinoma cell line Huh7 using two orthogonal biochemical approaches. For the polynucleotide kinase (PNK) assay (Richardson 1965), cells were exposed to ultraviolet (UV) light (254 nm, 150 mJ/cm^2^) to induce covalent bonds between RNA-binding proteins and their bound RNAs, followed by MDH2 immunoprecipitation (IP) from cellular lysates. The 5′ ends of MDH2-associated RNAs were subsequently labeled in vitro with γ-^32^P ATP and assessed by denaturing gel electrophoresis. In the PNK assay for MDH2, RNase-sensitive autoradiography signals were detected after MDH2 IP. When the RNase digestion is limited, large MDH2–RNA complexes migrate as a smear on a gel, indicating diverse lengths of the RNAs bound to MDH2. Following more extensive RNase digestion, the signals condense to a band slightly above the expected molecular mass of native MDH2. An identical assay with isotype-matched IgG as a specificity control showed only minor background signals (Fig. 1A). Moreover, we also find that the RNA signal is dependent on UV cross-linking, further confirming its specificity (Supplemental Fig. S1).

**FIGURE 1.**
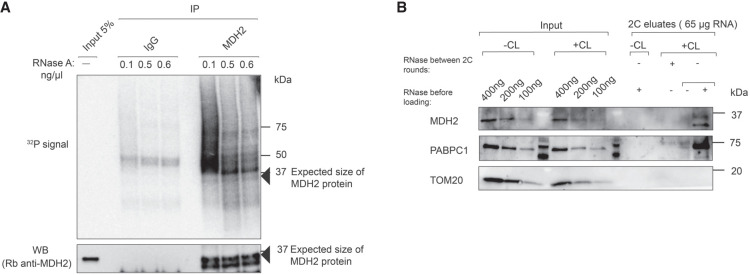
MDH2 binds RNA in cells. (*A*) RNA-binding activity of MDH2 in PNK assay. (*Top* panel) The phosphor image to visualize RNA copurified with MDH2 following γ-32P ATP labeling by PNK. (*Bottom* panel) A representative western blot to confirm equal IP efficiencies. Black arrows indicate the expected molecular mass of MDH2. (*B*) RNA-binding activity of MDH2 assessed by complex capture (2C) assay. Specific MDH2 western blot signals are detected when the sample has been treated with RNase before loading to visualize it around the expected molecular mass. RNase treatment before a second round of 2C abolishes the western blot signal. PABPC1 was used as a positive control and TOM20 as a negative control.

The 2C assay identifies RNA binding based on RNA-mediated protein retention on silica columns that are routinely used for RNA purification (Asencio et al. 2018). Following UV cross-linking, samples eluted from the silica column are assessed for the presence of proteins of interest by western blotting. Before gel analysis, the eluates are digested with RNase to minimize the contribution of RNA to the molecular mass of the RNA–protein complex and to visualize the protein near its expected molecular mass. 2C reveals that MDH2 is retained on the silica column in a UV cross-linking–dependent way and requires RNA, because RNase treatment before a second round of 2C abolishes MDH2 retention. Canonical RNA-binding proteins like PABPC1 [poly(A)-binding protein] show a similar behavior, whereas TOM20 (without identified RNA-binding activity) used as a specificity control is not copurified (Fig. 1B).

### MDH2 binds predominantly cytosolic RNAs

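MDH2 and its cross-linked RNAs were analysed in Huh7 cells, a human hepatoma line, by eCLIP, which maps where a protein was cross-linked to RNA. The data comprise 9 libraries: 3 replicates each of the MDH2 IP, of the size-matched input (SMI) and of an IP with isotype-matched IgG. The SMI is a portion of the lysate set aside before the IP and taken from the same range of the gel. The IP libraries were amplified with 14 PCR cycles and the SMI libraries with 9. The authors removed PCR duplicates by molecular identifiers, aligned the reads to GRCh38 with GENCODE v23 genes and added tRNA genes, and kept reads with up to 10 alignments. They deposited the number of cross-link sites in windows of 50 nt that start every 20 nt along each exon or intron, without normalization. A site is counted in up to 3 windows, and counts of repeated genes can be shared between copies. The table holds 15767969 windows with at least 1 count, on 35309 identifiers. Of the 34950 Ensembl identifiers, 33751 (96.6%) matched a gene of GENCODE v44, from which gene names and positions on GRCh38 were taken. The other 359 identifiers are numbers that stand for tRNA genes, and the table does not pair these numbers with tRNA names. One of them, a copy of a mitochondrial tRNA, was left out. Window counts summed to 9482209, 6725920 and 5899767 in MDH2 IP replicates 1, 2 and 3, to 8311027, 9354014 and 9788461 in the SMI, and to 2942624, 1725191 and 1631220 in the IgG IP. These are counts of sites in windows, while the paper gives the depth in uniquely mapped reads. Windows with at least 10 counts in at least 3 of the libraries compared were tested with edgeR's quasi-likelihood test after TMM normalization. The test was one-sided for enrichment. Each p-value was multiplied by the number of overlapping tested windows and adjusted by the Benjamini-Hochberg method. The paper names the Bonferroni and Benjamini-Hochberg methods but does not state this multiplication. A window was called enriched at an adjusted p of at most 0.05 and a log2 fold change of at least 1. Counts are relative to the total of a library, so they do not measure how much RNA each IP recovered.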

Having confirmed cellular RNA binding of MDH2, we used enhanced cross-linking and immunoprecipitation (eCLIP) (Van Nostrand et al. 2016) to determine which RNAs are bound by MDH2. RNAs cross-linked to MDH2 were identified by sequencing after MDH2 IP from total cell lysates rather than lysates from purified mitochondria to avoid a data bias based on a priori assumptions about where MDH2 may bind RNA. 

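Of the 51105 windows tested between MDH2 IP and SMI, 2080 (4.07%) were enriched in MDH2 IP, of which 1503 lay in exons and 577 in introns. A further 5070 windows (9.92%) were lower in MDH2 IP by the same thresholds. The median log2 fold change of all tested windows was 0.05. The largest fold changes were in introns. A window in intron 4 of SMOC1 had 895, 724 and 863 counts in the MDH2 IP libraries and 0 in each SMI library, at least 249-fold higher when set against 3 counts. It had 336, 55 and 61 counts in the IgG IP libraries. A window in intron 4 of ZNF536 had 1786, 1941 and 2012 counts in MDH2 IP and 0, 0 and 1 in SMI, at least 582-fold higher. A window in intron 3 of CEP152, with 254, 347 and 448 counts in MDH2 IP and 0 in each SMI library, was at least 109-fold higher. In the IgG IP libraries, the ZNF536 window had 56, 26 and 16 counts and the CEP152 window 12, 2 and 4. The log2 fold change over IgG IP was 0.12 for the SMOC1 window, 3.36 for ZNF536 and 3.38 for CEP152. The number of enriched windows depended on the scaling and on the libraries. With total counts as the library size in place of TMM, 12171 windows were enriched, and the median log2 fold change of all tested windows was 0.62. With the size factors of DESeq2, 2113 windows were enriched. Without MDH2 IP replicate 1, 282 of 39146 tested windows were. The filter still needed 3 libraries, so windows with under 10 counts in every SMI library could not be tested there.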

We used comparison against a size-matched input (SMI) control to identify RNA targets bound by MDH2. This approach has been established to remove background noise originating from RNAs with a similar gel migration as the RNP complexes of interest (Van Nostrand et al. 2016). A control IP experiment performed with isotype-matched IgG was also used to determine binding specificity.

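The same test was applied to MDH2 IP against IgG IP and to IgG IP against SMI. Of 30424 windows tested between the IPs, 45 (0.148%) were enriched in MDH2 IP and 1452 (4.77%) were lower, while 3115 had an unadjusted one-sided p under 0.05. The number enriched was between 12 and 50 when each library was left out in turn. It was 12 without MDH2 IP replicate 1, 12 without replicate 2, 13 without replicate 3, 24 without IgG IP replicate 2 and 26 without IgG IP replicate 3. With MDH2 IP replicate 1, 2 or 3 left out, the filter still needed 3 libraries, and 7916, 8117 and 8276 windows were tested. Windows with under 10 counts in every IgG IP library could not be among them, so the filter itself can lower these counts. Between IgG IP and SMI, 26666 windows were tested and 1645 (6.17%) were enriched in IgG IP. Of the 2080 windows enriched in MDH2 IP over SMI, 356 (17.1%) were also enriched in IgG IP over SMI. Windows with too few counts for the test of IgG IP over SMI could not be among these 356. In 10 simulations of unchanged groups that shared the SMI libraries, 0 windows were called in either comparison. Summed over genes and tested two-sided, 719 of 15491 genes were higher in MDH2 IP than in IgG IP at an adjusted p of at most 0.05 from the edgeR test, 281 of them by at least 2-fold, and 1203 were lower. The IgG IP libraries held fewer counts than the others, which limits how small a difference over IgG IP could be called.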

After cDNA preparation, we ensured the quality of the sequencing libraries by optimizing the number of PCR cycles required for library preparation in test PCRs (with 10% of the cDNA samples) followed by PAGE analysis. The final replicate libraries were pooled and assessed using their bioanalyzer profiles (Supplemental Fig. S2A). We generated three independent replicate sequencing libraries for MDH2 IP (∼9.1 million uniquely mapped reads/sample), SMI (∼4.3 million uniquely mapped reads/sample), and isotype-matched IgG IP (∼4.3 million uniquely mapped reads/sample). 

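Principal components were computed from log2 CPM, with a prior count of 2, over the 51650 windows with at least 10 counts in at least 3 of the 9 libraries. The first component held 40.9% of the variance and the second 20.6%. On these components, the largest distance between replicates was 39.2 in MDH2 IP, 34.1 in SMI and 341 in IgG IP. The smallest distance from an MDH2 IP to an SMI library was 148, and that from an IgG IP library to a library of another group was 42.6. The smallest distance between groups was 0.125 times the largest within a group. With only the 500 windows of highest variance, this ratio was 2.41, and the largest distance between IgG IP replicates was 13.9. Across windows, the correlation between libraries was between 0.761 and 0.86 within MDH2 IP, 0.839 and 0.883 within SMI, and 0.508 and 0.577 within IgG IP. It was between 0.453 and 0.57 from MDH2 IP to SMI and between 0.482 and 0.693 from MDH2 IP to IgG IP. Windows are not independent replicates, so these correlations describe the libraries.

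**Figure D1:**
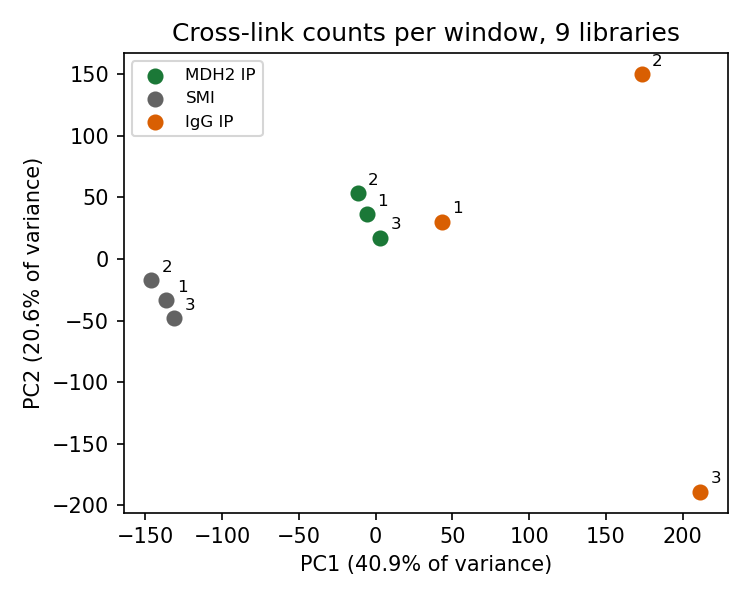
Principal components 1 and 2 of the 9 libraries, from log2 CPM of 51650 windows. Each point is a library, numbered by replicate. The MDH2 IP and SMI libraries form separate groups, and the 3 IgG IP libraries are spread out, with up to 341 between them.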

Principal component analysis confirmed close clustering of respective replicates distinct from the clusters of other samples (SMI/MDH2 IP/IgG IP) (Supplemental Fig. S2B).

In total, we identified 524 distinct, specifically enriched binding regions for MDH2 (Supplemental Table S1) across 361 unique RNAs, a major proportion of them on RNAs expressed outside of mitochondria (Fig. 2A shows the distribution of cross-linking counts across MDH2 targets). This observation was unexpected, considering MDH2's primary enzymatic function and its enrichment in the mitochondrial matrix (Aziz et al. 1981; Sztul et al. 1988; Musrati et al. 1998). 

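Enriched windows that overlapped within a feature were merged, which gave 1101 binding regions. Of these, 92 had 0 counts in all 3 SMI libraries and were left out, as in the paper's methods. The remaining 1009 regions lay on 612 RNAs, 451 of which had 1 region. The paper also removed aberrant single-peak sites, which its text does not define, and that step was not repeated. Exons held 815 regions and introns 194, and 182 of the intronic regions had 3 or fewer windows. Of the 1009 regions, 99.1% were on nuclear-encoded RNAs and 9 on mitochondrial RNAs. The peak counts of 36 regions equalled those of a region of another gene. With the DESeq2 Wald test, 404 regions on 306 RNAs remained, all 306 among the 612. Without MDH2 IP replicate 1, when fewer windows passed the filter, there were 158 regions on 125 RNAs. At the peak windows of the 1009 regions, the median log2 fold change was 1.78 over SMI and 0.11 over IgG IP. At 545 peaks the log2 fold change over IgG IP was above 0. Of the 1009 regions, 11 (1.09%) also held a window enriched over IgG IP, 5 of them on nuclear tRNAs and 6 on mRNAs, and 177 (17.5%) held a window enriched in IgG IP over SMI. Only 258 of the 1009 peaks had enough counts for that last test. In a fit of all 9 libraries, 953 of the 1009 peaks (94.4%) were above 0 in IgG IP over SMI. The regions had been chosen by the same SMI libraries, which raises this share. The 6 mRNAs with a region enriched over IgG IP were ZNF536, TMEM241, MTHFD1, ARF1, TM7SF2 and RSPRY1, named after their values were seen. Those of ZNF536, TMEM241, MTHFD1 and ARF1 were intronic with 3 or fewer windows and at most 0.42 CPM on average in SMI. All 4 held counts within 5% of each other in their windows, as cross-links stacked at one position would. The paper's screen of single-peak sites, mostly intronic, may have removed such regions. The paper states that most of its regions are on RNAs expressed outside mitochondria, and from the preference over mitochondrial RNAs it proposes a role of the RNA association mainly in the cytosol.

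**Figure D2:**
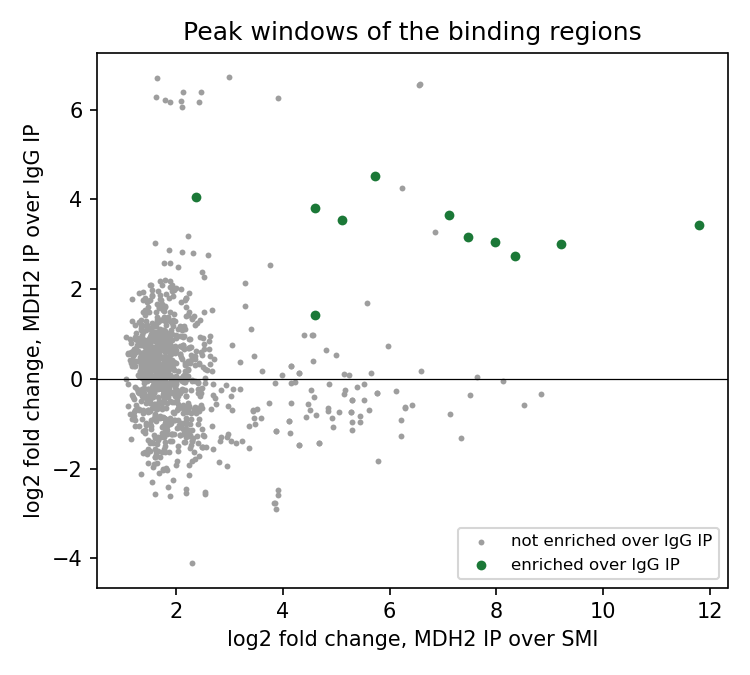
Log2 fold change at the peak window of each of the 1009 binding regions in a fit of all 9 libraries, over SMI on the horizontal axis and over IgG IP on the vertical axis. The 11 regions enriched over IgG IP are in green; points above 6 on the vertical axis have few or no IgG IP counts, and their fitted values depend on the prior count.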

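Counts were normalized per library and summed over the windows of each region. Nuclear-encoded RNAs held 96.2% ± 0.388 (SD, n = 3 MDH2 IP libraries) of these counts and mitochondrial RNAs 3.78% ± 0.388. The mitochondrial counts in regions were all on tRNAs. The share depended on which regions were called, and leaving out intronic regions of 3 or fewer windows gave 94.6% for nuclear-encoded RNAs. Leaving out 1 library at a time gave between 90.7% (without MDH2 IP replicate 1) and 97.4% (without SMI replicate 1). Without MDH2 IP replicate 1, mitochondrial RNAs held 9.28%. Over all windows, called or not, mitochondrially encoded genes held 3.77% ± 0.494 (SD, n = 3) of the counts in MDH2 IP and 5.14% ± 0.838 (SD, n = 3) in SMI. Every MDH2 IP library was below every SMI library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In the IgG IP, the share was 2.72% ± 0.409 (SD, n = 3), lower than in every MDH2 IP library (exact two-sided permutation test, p = 0.1) and lower than in every SMI library (exact two-sided permutation test, p = 0.1). MDH2 IP was thus below SMI and above IgG IP. The difference from SMI, -1.37 percentage points, rested on MT-RNR2, the gene with the most counts: without it, the difference was -0.061 (exact two-sided permutation test, p = 0.7). Over windows with at least 10 counts in at least 3 of the 6 libraries, it was -5.58.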

MDH2's unexpected preference for cytosolic RNAs (transcribed from nuclear genomic DNA) over the abundant MT-RNAs (transcribed from mitochondrial DNA) concentrated in the locale of the mature protein suggests that its RNA association may primarily be relevant in the cytosol.

**FIGURE 2.**
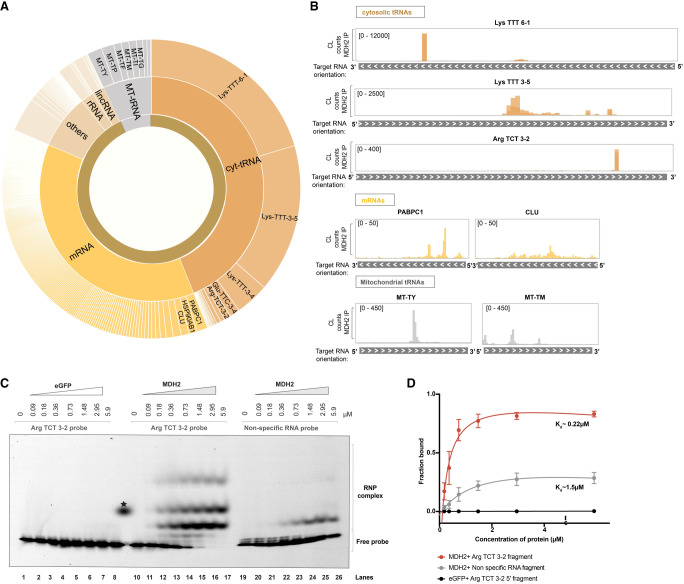
MDH2 predominantly binds cytosolic RNAs. (*A*) Sunburst chart showing the distribution of cross-linking counts in binding sites identified from MDH2 eCLIP data. “Cytosolic” indicates nuclear-encoded RNAs and “Mito” indicates mitochondrially transcribed RNAs. (*B*) Cross-linking (CL) count distribution of selected target RNAs bound by MDH2 visualized using the IGV interactive tool (Robinson et al. 2011). (*C*) Representative electromobility shift assay (EMSA) assays were performed to assess the affinity of MDH2 to a tRNA Arg TCT 3-2 probe or a control RNA probe (RPS23 5′-UTR sequence). Binding of eGFP to the target RNA probe is included as a negative control. (*D*) Binding affinities from EMSA experiments were estimated using a nonlinear regression fit (solid line). All shifted bands (all bands above the free migrating RNA) were included in the quantification of total RNA binding. Data are reported as mean ± SD (dots with error bars). Number of experiments, *n* = 3–4 from two independent protein purifications.

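Each region's normalized counts were assigned to the class of its gene. Nuclear tRNAs held 24.1% ± 3.33 (SD, n = 3 MDH2 IP libraries) of the counts in regions and mRNAs 59.1% ± 1.75. The lncRNAs held 6.59% ± 0.98, rRNA genes 1.03% ± 0.0122 and all other annotated classes 4.68% ± 1.02. Identifiers with no match in GENCODE v44 held 0.798% ± 0.158. Windows listed under more than 1 gene enter these shares more than once: that of SYCP2L and ENSG00000272162 (7.91% each) is counted for both in the mRNA share, and that of ENSG00000270066 and SCARNA2 (2.72% each) is in both the lncRNA and the other classes. The lncRNA ENSG00000228549 (0.586%) and a nuclear tRNA identifier (0.588%) had nearly the same counts, so 1 site may be in both classes. The class shares moved with the set of regions. Leaving out intronic regions of 3 or fewer windows gave 34.4% for nuclear tRNAs and 43.9% for mRNAs. Taking total counts as the library size gave 8.59% and 80.8%, and keeping only the regions also enriched over IgG IP gave 84.4% and 15.6%.

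**Figure D3:**
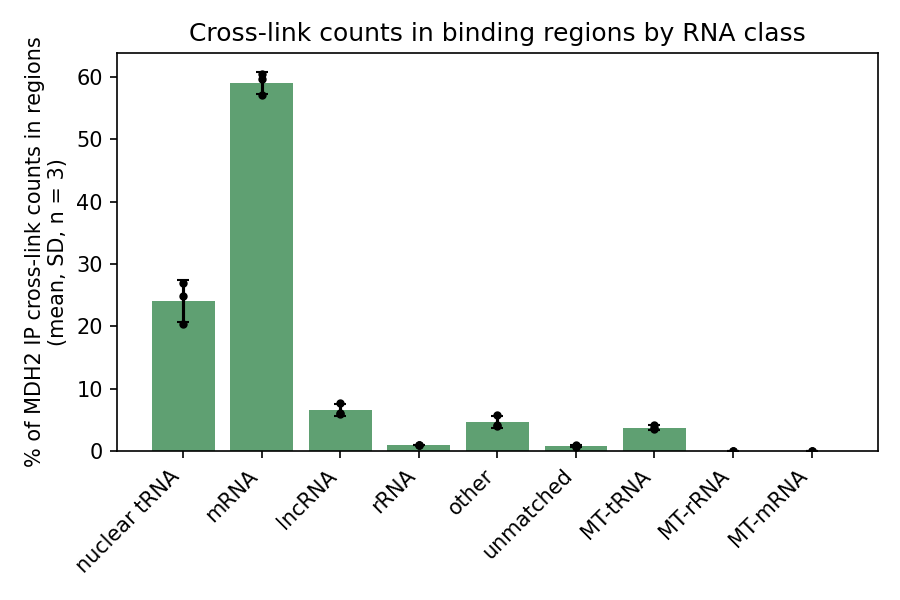
Share of normalized MDH2 IP cross-link counts in the binding regions, in percent, by RNA class. Bars are means of 3 libraries with the SD, and points are the libraries. The mRNA share is 59.1% and that of nuclear tRNAs 24.1%.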

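Among counts on mitochondrial genes over all windows, tRNAs were the only class whose share rose from SMI to MDH2 IP. MT-tRNAs held 0.119% ± 0.0352 (SD, n = 3) of all counts in MDH2 IP and 0.0431% ± 0.0141 (SD, n = 3) in SMI, and every MDH2 IP library was above every SMI library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). Mitochondrial rRNAs held 2.86% ± 0.379 in MDH2 IP and 4.21% ± 0.712 in SMI, and mitochondrial mRNAs 0.786% ± 0.0882 and 0.888% ± 0.123. In the IgG IP, MT-tRNAs held 0.102% ± 0.0235 (SD, n = 3), which overlapped the MDH2 IP libraries (exact two-sided permutation test, p = 0.6).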

Among the mitochondrial RNAs associated with MDH2, a preference of MDH2 for tRNAs emerged. 

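Of the 21 MT-tRNA genes with counts, 9 had a binding region: MT-TF, MT-TG, MT-TI, MT-TL1, MT-TM, MT-TP, MT-TT, MT-TV and MT-TY. Leaving out 1 library at a time gave between 5 and 10 MT-tRNAs, with 5 without SMI replicate 1 and 5 without SMI replicate 3. Counts were also summed over all windows of each gene and tested with edgeR's quasi-likelihood test, two-sided. The median log2 fold change of the 9 genes over SMI was 1.93. MT-TY, at 5826 to 5891 on the mitochondrial genome, had the highest, 2.62 (standard error 0.34, adjusted p = 0.00126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MT-TV, at 1602 to 1670, was lower over the whole gene, at -1.09 (standard error 0.16, adjusted p = 0.00193 from the same edgeR test), although 1 of its windows was enriched. The median log2 fold change of the 9 was 0.13 over IgG IP and 2.01 for IgG IP over SMI. MT-TT, at 15888 to 15953, was higher, with 1.18 over IgG IP (standard error 0.29, adjusted p = 0.0289 from the edgeR test with Benjamini-Hochberg adjustment). Against IgG IP, MT-TY (-0.11), MT-TP (-0.30), MT-TL1 (-0.29), MT-TG (-0.00022) and MT-TV (0.54) had the other sign than against SMI. Their lowest adjusted p over IgG IP was 0.174 (edgeR test), so a loss of the difference was seen and not a reversal. At the peak windows of the 9 regions, the median log2 fold change over IgG IP was -0.58, and 1 of 9 was above 0.

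**Figure D4:**
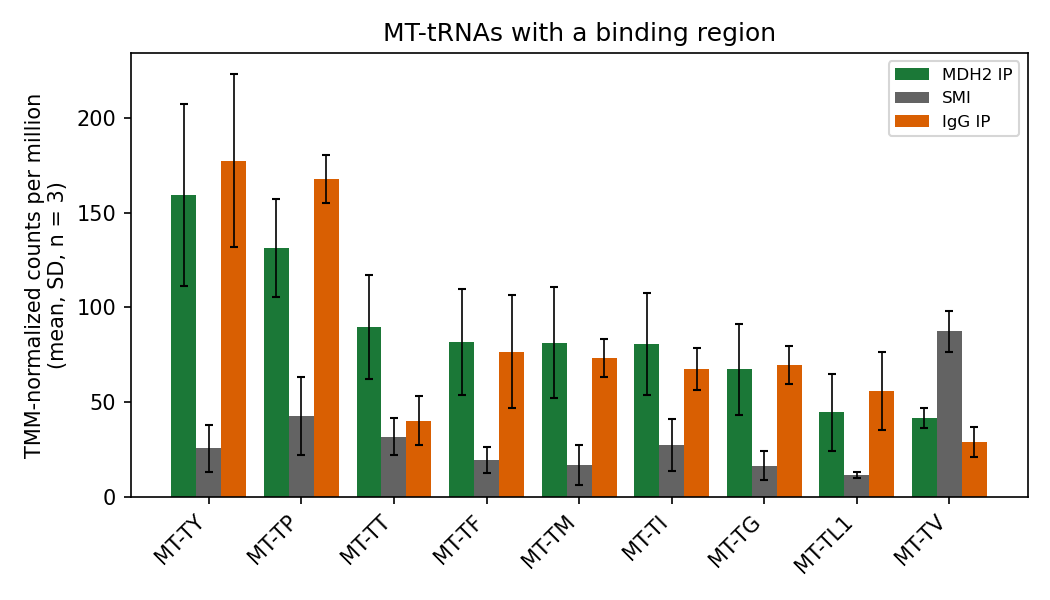
TMM-normalized CPM, mean and SD of 3 libraries, for the 9 MT-tRNAs with a binding region in MDH2 IP, SMI and IgG IP. MT-TY has 159 in MDH2 IP, 25.6 in SMI and 177 in IgG IP.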

MDH2 binds 9 of the 22 MT-tRNAs (Suzuki et al. 2011) expressed in human mitochondria (Supplemental Table S1). MDH2's propensity to bind tRNAs is also reflected among the cytosolic RNA interactors, with cytosolic tRNAs (specifically Lys TTT isoacceptor) (Fig. 2A,B; Supplemental Table S1) emerging as the top MDH2 binders in the eCLIP analysis. 

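Of 167 nuclear tRNA identifiers with a tested window, 23 had a binding region. Those with the most counts were tRNA 13032, with 10.9% ± 2.25 (SD, n = 3) of the counts in regions, and tRNA 20271, with 8.42% ± 3.11. Together these 2 held 80.1% ± 1.88 of the nuclear tRNA counts in regions. Both ranked above every other RNA. The window of tRNA 13032 with most counts had a log2 fold change of 9.20 over SMI (standard error 0.32, adjusted p = 1.23e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.95 over IgG IP (standard error 0.20, adjusted p = 6.11e-14 from the same edgeR test). That of tRNA 20271 had 7.45 over SMI and 3.11 over IgG IP. In IgG IP over SMI, the 2 windows had 6.49 and 4.59. Of the 23 identifiers, 5 had a region also enriched over IgG IP, and over the whole gene the log2 fold change over IgG IP was above 0 for 8, of which 6 had an adjusted p of at most 0.05, and below 0 for 15, with a lowest adjusted p of 0.0733 (edgeR test). In the deposited counts, the numbers are not paired with isoacceptors, so values for Lys TTT, Arg TCT or Glu TTC tRNAs are not given here. The Lys TTT tRNA genes TRK-TTT3-1 to TRK-TTT3-5 on GRCh38 have 1 shared sequence of 73 nt, so reads from these 5 genes cannot be assigned to one of them. TRK-TTT6-1, on chromosome 6 from 27334990 to 27335062, has a sequence of its own.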

Arg TCT and Glu TTC tRNA isoacceptors also feature among the cytosolic tRNAs with enriched MDH2 cross-linking sites. In addition, MDH2 binds to several other classes of cytosolic RNAs including mRNAs, lincRNAs, rRNAs, and others (Fig. 2A). 

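Of the 1009 regions, 907 were on 518 mRNAs, 26 on 20 lncRNAs, 4 on 4 rRNA genes and 23 on 23 nuclear tRNAs. A further 34 were on 32 RNAs of other classes, 9 on 9 MT-tRNAs and 6 on 6 identifiers with no match in GENCODE v44. In the mRNA class, the most counts lay in a window of intron 1 of SYCP2L that also lies in an intron of ENSG00000272162 (7.91% ± 1.84 of the counts in regions). It was followed by ZNF536 (2.81% ± 0.52), HSP90B1 (2.12% ± 0.881) and TECTA (1.06% ± 0.171). The SYCP2L window had a log2 fold change of 4.64 over SMI (standard error 0.32, adjusted p = 1.15e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.48 over IgG IP. A window in exon 1 of HSP90B1 had 1.61 over SMI and -0.01 over IgG IP. In a fit of all 9 libraries, the log2 fold change over IgG IP at the peaks of the HSP90B1 regions was between 0.04 and 1.91. TECTA had at most 5 counts in any SMI library. The log2 fold change of its window was -0.66 over IgG IP and 9.37 in IgG IP over SMI. Among lncRNAs, ENSG00000270066 had the most counts, and its window is shared with the small Cajal body RNA gene SCARNA2; its log2 fold change was 1.50 over SMI and -1.04 over IgG IP. SNHG22 had 1.85 over SMI and -2.48 over IgG IP. Over IgG IP, ENSG00000268981 had -0.16, ENSG00000228549 0.96 and ENSG00000260464 1.19. The ENSG00000228549 window had 279, 559 and 394 counts in the MDH2 IP libraries, and a window of a nuclear tRNA had 280, 563 and 394. Both had 97, 16 and 13 in IgG IP, so they may be the same site. No lncRNA region was enriched over IgG IP. The rRNA genes were the pseudogenes RNA5-8SP2, RNA5SP216, RNA5SP263 and RNA5SP481. RNA5-8SP2 had 5.14 over SMI and -0.36 over IgG IP. The other RNAs with the most counts of their class were the lncRNAs ENSG00000268981, ENSG00000228549 and ENSG00000260464, THEM7P and RNU7-1 among the other annotated classes, and ENSG00000265072 and ENSG00000269028 among the identifiers with no match in GENCODE v44.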

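PABPC1, on chromosome 8 of GRCh38 from 100685816 to 100722809, had 2 binding regions. Its normalized count over the whole gene was 626 ± 71.8 CPM (SD, n = 3) in MDH2 IP, 441 ± 49.0 in SMI and 341 ± 81.3 in IgG IP. The log2 fold change over SMI was 0.48 (standard error 0.14, adjusted p = 0.0268 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its most enriched window reached 1.86 over SMI and -0.12 over IgG IP, while the whole gene had 0.92 over IgG IP (standard error 0.20, adjusted p = 0.0185 from the same edgeR test). With each MDH2 IP and SMI library left out in turn, the gene's log2 fold change stayed between 0.39 and 0.56, and its adjusted p was over 0.05 without MDH2 IP replicate 2 or 3 or SMI replicate 1 or 3. CLU, on chromosome 8 from 27596917 to 27614700, had 3 regions and 645 ± 138 CPM in MDH2 IP, 313 ± 79.2 in SMI and 277 ± 104 in IgG IP. Its log2 fold change over SMI was 1.03 (standard error 0.22, adjusted p = 0.00744 from the same edgeR test). HSP90AB1, also shown in Fig. 2B, on chromosome 6 from 44246166 to 44253888, had 2 regions and a log2 fold change over SMI of 0.92 (standard error 0.13, adjusted p = 0.00149 from the same edgeR test). Over IgG IP, CLU had 1.26 (standard error 0.29, adjusted p = 0.0217 from the same edgeR test) and HSP90AB1 1.07 (standard error 0.21, adjusted p = 0.0133 from the same edgeR test). Among the 518 mRNAs with a region, CLU ranked 6 by counts in regions, PABPC1 8 and HSP90AB1 14. PABPC1 and HSP90AB1 have processed pseudogenes, so reads with several alignments are uncertain.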

Highly abundant mRNAs like PABPC1 and CLU (Fig. 2B) come up as top hits among mRNAs. We also analyzed the distribution of cross-linking sites on MDH2's previously identified interactors (SCN1A, lncRNA AC020978, GAS5) (Chen et al. 2017; Sang et al. 2021; Xu et al. 2021) in our eCLIP data set. 

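SCN1A, on chromosome 2 of GRCh38 from 165984641 to 166149214, had 2, 0 and 7 counts over all of its windows in the MDH2 IP libraries, 8, 8 and 4 in the SMI libraries, and 0, 0 and 5 in the IgG IP libraries. A site can be counted in up to 3 windows. These counts were too few for the test, which needed at least 10 counts in at least 3 libraries, and a difference was not detectable at this depth.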

Cross-linking sites of MDH2 on SCN1A mRNA were not detected in our eCLIP experiment performed in Huh7 cells, which could be due to the predominantly brain-specific expression of this mRNA (Heighway et al. 2022). 

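GAS5, on chromosome 1 of GRCh38 from 173858559 to 173868882, had no binding region among 57 tested windows. Its normalized count over the whole gene was 202 ± 16.1 CPM (SD, n = 3) in MDH2 IP, 180 ± 26.5 in SMI and 139 ± 29.6 in IgG IP. The log2 fold change over SMI was 0.14 (standard error 0.14, adjusted p = 0.472 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The tested window with the largest log2 fold change, in an intron, had a log2 fold change of 1.47 (standard error 0.44, adjusted p = 0.081 from the same edgeR test, one-sided). GAS5 had a region under several alternatives, among them total counts as the library size, at least 5 counts in at least 2 libraries, a two-sided p adjusted by Benjamini-Hochberg alone, and MDH2 IP replicate 3 left out. The lncRNA AC020978 is not analysed here.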

Although we detected cross-linking sites on the other previously identified MDH2 interactors, lncRNA AC020978 and GAS5, these were not enriched over the SMI control in Huh7 cells.

To assess the binding of MDH2 to a target RNA in vitro, we selected one of the tRNAs enriched in the MDH2 eCLIP data set, Arg TCT 3-2. Based on initial screening, A chemically synthesized 35-nt RNA probe matching a segment of Arg TCT 3-2 tRNA, tagged with a fluorescent Cy5 label at the 3′ end, was used to assess RNA binding. 

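The probe for Arg TCT 3-2, as given in the paper's methods, is GGCUCUGUGGCGCAAUGGAUAGCGCAUUGG, which has 30 nt. It matches GRCh38 without a mismatch at 4 loci. On chromosome 11, it lies on the plus strand from 59551294 to 59551323, the start of the gene TRR-TCT3-2, which ends at 59551379. The other 3 loci are on chromosome 17 from 8120925 to 8120954 in TRR-TCT2-1, on chromosome 6 from 27562184 to 27562213 in TRR-TCT5-1, and on the minus strand of chromosome 9 from 128340137 to 128340166 in TRR-TCT3-1.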

We also designed a control probe derived from the 5′ UTR of RPS23 mRNA (not enriched in the MDH2 eCLIP data set) to evaluate the specificity of MDH2–RNA interactions. 

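The control probe in the paper's methods, AUAUUUAGCUCAGGCCCGUGGCGCC, has 25 nt. Its longest stretch shared with the transcribed strand of RPS23 is 18 nt, from position 8 of the probe, at 82278330 to 82278347 on the minus strand of chromosome 5 of GRCh38. GENCODE v44 places this stretch in the 5′ untranslated region of RPS23. Over the whole gene, RPS23 had 79.2 ± 9.95 CPM, normalized by TMM, (SD, n = 3) in MDH2 IP, 146 ± 30.6 in SMI and 71.0 ± 4.37 in IgG IP. The log2 fold change was -0.90 over SMI (standard error 0.17, adjusted p = 0.00487 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.20 over IgG IP (standard error 0.17, adjusted p = 0.469 from the same edgeR test). RPS23 had 18 tested windows and no binding region.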

Full-length human MDH2 including the N-terminal mitochondrial targeting signal (MTS) and corresponding to the cytosolic preprotein, was expressed and purified from the *E. coli*-Rosetta (DE3) strain (Supplemental Fig. S3A–C). A C-terminal Strep-II tag was used for protein purification and retained for the binding assays. eGFP protein, purified similarly and bearing the same tag (Supplemental Fig. S3A,D), served as a specificity control.

In vitro, EMSA confirmed MDH2's interaction (0.18–5.9 μM, lanes 11–17) with the Arg TCT 3-2 probe (Fig. 2C,D) that was fixed at 10 nM in all experiments. Comparison with the control RNA probe (lanes 19–26) and the lack of binding to eGFP (lanes 1–8) confirm the specificity of the interaction (Fig. 2C,D). By quantifying the fraction of RNA bound at increasing protein concentrations, we estimated MDH2's binding affinity to the Arg TCT 3-2 RNA probe (*K*_d_ = 0.22 μM) and to the control RNA (*K*_d_ = 1.5 μM) (Fig. 2D), suggesting that MDH2 can discriminate between different RNA fragments and confirming Arg TCT 3-2 tRNA as a preferred binding partner.

### MDH2 binds RNA preferentially outside of the mitochondria

The cytosolic MDH2 preprotein is imported into the mitochondrial matrix, where it is cleaved to form the mature MDH2 protein (Aziz et al. 1981). Considering that MDH2 associates with cytosolic RNAs, we wanted to determine the subcellular locale of MDH2's RNA binding. We performed comparative PNK assays on MDH2 purified from whole cell versus mitochondrially enriched fractions (Fig. 3A). The purity of the mitochondrial fractions was confirmed by enrichment of the outer mitochondrial membrane marker, TOM20, and the depletion of cytosolic proteins (DHX9) in the mitochondrial lysates (Fig. 3B). Consistent with MDH2's evident localization in the mitochondrial matrix, we observed higher MDH2 signals in the input and the MDH2-immunoprecipitated samples from the mitochondrially enriched cell fractions (Fig. 3C). Nonetheless, the PNK signal intensity for MDH2 was markedly lower from the mitochondrial fraction than from the whole-cell lysate (Fig. 3C,D). Thus, combined with MDH2's preference for cytosolic tRNAs, this result indicates that MDH2 binds RNA preferentially outside of mitochondria.

**FIGURE 3.**
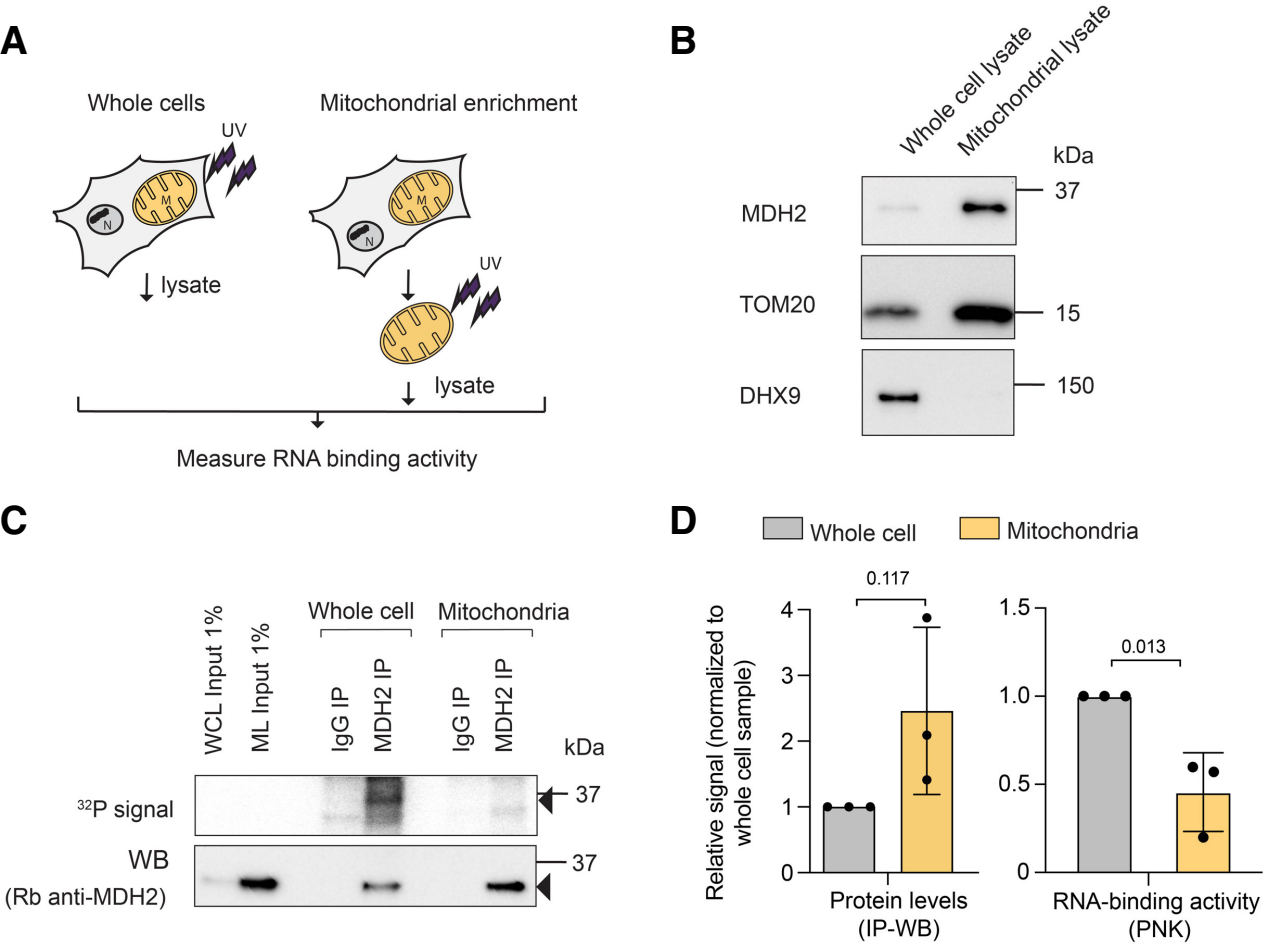
MDH2 binds RNA preferentially outside of mitochondria. (*A*) Experimental scheme. (*B*) Western blot confirming mitochondrial enrichment. TOM20, an outer mitochondrial protein, was used as a mitochondrial marker; DHX9, a cytosolic protein, was used to assess the purity of the mitochondrial preparation. (*C*) PNK assay for MDH2 reveals a stronger RNA signal from whole-cell lysates compared to mitochondrially enriched fractions. Black arrows indicate bands near the expected molecular mass of MDH2. (*D*) Quantification of immunoprecipitated MDH2 (IP-WB) and copurified RNA (IP-PNK). Data are reported as mean ± SD number of experiments, *n* = 3, individual *P*-values are indicated according to an unpaired two-tailed *t*-test.

To further characterize the functional parameters of MDH2's RNA binding, we mutated MDH2 to be constrained to the cytosol. MDH2's MTS was surmised to correspond to the N-terminal 1–24 amino acids by sequence similarity to the MDH2 targeting signals from other organisms including rat (94.4% identity with the human MDH2) (Chien et al. 1984; Chu et al. 1987; Grant et al. 1987; Sztul et al. 1988, 1989), where extensive mitochondrial import studies had been performed. This region possesses the typical characteristics of an MTS, with basic, positively charged, and hydroxylated residues (Wiedemann and Pfanner 2017; Busch et al. 2023). Based on this information, we deleted this N-terminal region from MDH2 (MDH2 Δ2–24), and evaluated the effect of this deletion on MDH2 localization and RNA binding (Supplemental Fig. S4A).

To our surprise, the deletion of amino acids 2–24 did not confine MDH2 Δ2–24 to the cytosol (Supplemental Fig. S4D). Instead, the MDH2 Δ2–24 mutant protein displays costaining with the mitochondrial marker TOM70, indicating intact mitochondrial targeting. MDH2 Δ2–24 retained RNA binding in PNK assays, marking the canonical targeting signal as dispensable for MDH2's RNA-binding activity (Supplemental Fig. S4B,C). Previous studies of yeast mitochondrial MDH (sharing 52.8% identity with the human mitochondrial MDH2) revealed additional internal mitochondrial localization signals functional in the absence of a canonical presequence (Thompson and McAlister-Henn 1989; Small and McAlister-Henn 1997). Furthermore, cryptic targeting sequences had been observed for other yeast mitochondrial proteins like the F1-ATPase β subunit (Bedwell et al. 1987).

Therefore, we carefully examined MDH2 for additional potential import signals using the MitoFates software (Fukasawa et al. 2015). When the full-length MDH2 protein sequence was used, the expected canonical targeting signal was detected, displaying an amphiphilic α-helical region (Fig. 4A) followed by an MPP (mitochondrial processing peptidase, which generates an intermediate) cleavage site at position 16 and an Oct1 (precursor intermediate peptidase) cleavage site at position 24. When MDH2 Δ2–24 was used as the input for the MitoFates algorithm, a potential cryptic targeting signal was identified within amino acids 25–46, with an additional MPP cleavage site detected at amino acid 54. This sequence region includes a TOM20-recognition motif and a sequence stretch likely to form an amphiphilic α-helix that could assist in the import of MDH2 Δ2–24 (Fig. 4A). Based on this information, we deleted amino acids 2–53, containing all potential import-relevant sequences of MDH2 (Fig. 4B). On analyzing the subcellular localization of MDH2 Δ2–53, we observed diffuse cytoplasmic staining in contrast to the wild-type protein, indicating deficient import into the mitochondria (Fig. 4C).

**FIGURE 4.**
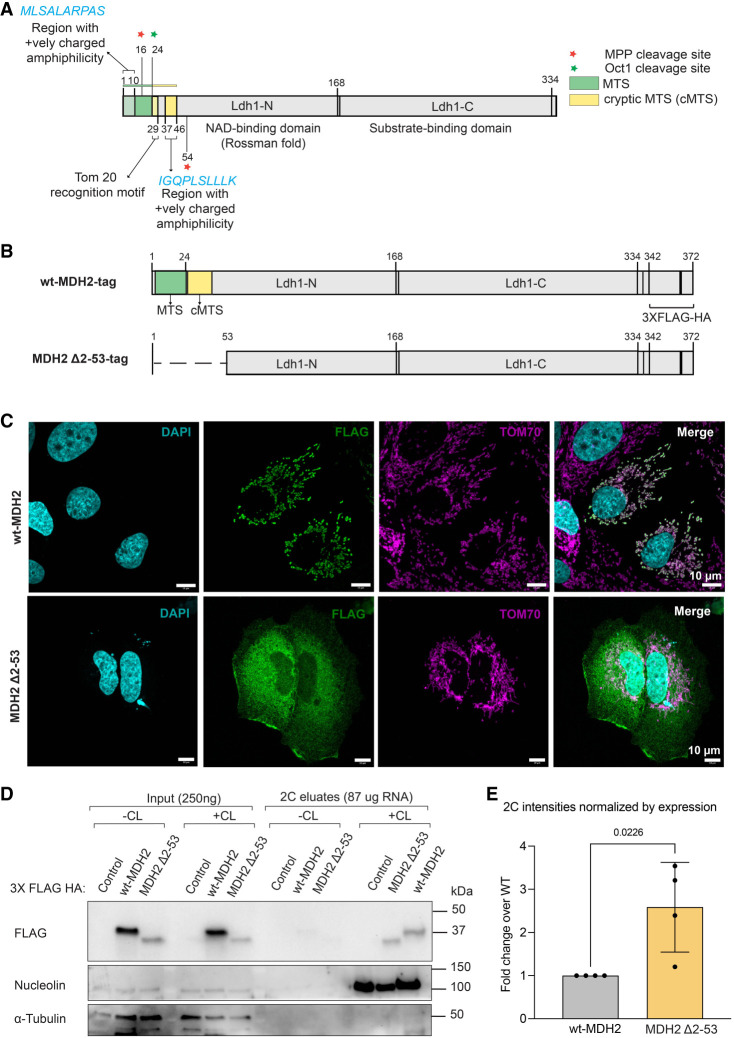
Mitochondrial targeting is dispensable for MDH2's RNA binding. (*A*) Schematic of MDH2 with the sequences relevant for mitochondrial import highlighted. MitoFates software detected the presence of amphipathic α-helices at the N terminus of both wt-MDH2 (highlighted in green as canonical MTS) and MDH2 Δ2–24 (highlighted in yellow as a cryptic MTS). At the N terminus of MDH2 Δ2–24, a Tom20-recognition motif was also detected. (*B*) Schematic of the wt-MDH2 and MDH2 Δ2–53 constructs. (*C*) Confocal immunofluorescence images showing localization of the wt-MDH2 and MDH2 Δ2–53 constructs. Images are maximum intensity projections of *Z*-stack images. (*D*) RNA-binding activity of wt-MDH2 and MDH2 Δ2–53 assessed by 2C experiments. Nucleolin is used as a positive control for RNA binding, and α-tubulin is used as a negative control. (*E*) Relative quantification of the RNA-binding activity of wt-MDH2 and MDH2 Δ2–53 normalized by the expression of the two constructs. Data are reported as mean ± SD, number of experiments *n* = 4, individual *P*-values are indicated according to an unpaired two-tailed *t*-test.

Next, we expressed wt-MDH2 and MDH2 Δ2–53 in Huh7 cells, and assessed RNA binding by the 2C assay. We observed lower protein expression levels for the cytosolic version of MDH2 compared to the wt-MDH2 (Fig. 4D), possibly because of a lower stability of the protein. Nevertheless, we found that MDH2 Δ2–53 retains similar or even elevated RNA binding (Fig. 4D) compared to wt-MDH2 after normalization for the differences in expression levels (Fig. 4E). This finding reveals that mitochondrial targeting is not required for MDH2's RNA binding. We also conclude that the N-terminal 53 amino acid sequences are dispensable for MDH2's RNA interactions.

### MDH2's RNA binding is sensitive to cellular NAD^+^ levels

Next, we wanted to explore whether MDH2's RNA binding responds to cellular signals. Because MDH2 binds NAD^+^ as a cofactor, and NAD^+^ levels have been reported to affect the RNA-binding properties of other dehydrogenases (Singh and Green 1993; Sioud and Jespersen 1996; Pioli et al. 2002; Rodriguez-Pascual et al. 2008), we sought to modulate cellular NAD^+^ levels and to monitor the effects on MDH2's RNA-binding activity in cells. FK866, an inhibitor of the rate-limiting step of the cellular salvage NAD^+^ synthesis pathway (Khan et al. 2006; Tan et al. 2013), was used to reduce cellular NAD^+^ cells. We also supplemented cells with the NAD^+^ precursor NAM (Garten et al. 2009) to boost cellular NAD^+^ levels (Fig. 5A,B). Profound reduction of cellular NAD^+^ levels by FK866 treatment significantly activated MDH2's RNA binding (Fig. 5C,D). In contrast, NAM treatment yielding a 1.5-fold increase in cellular NAD^+^ levels did not substantially change MDH2's RNA-binding activity (Fig. 5C,D). The sensitivity of MDH2–RNA interactions to FK866 treatment suggests that NAD^+^ levels may directly or indirectly control MDH2's RNA binding.

**FIGURE 5.**
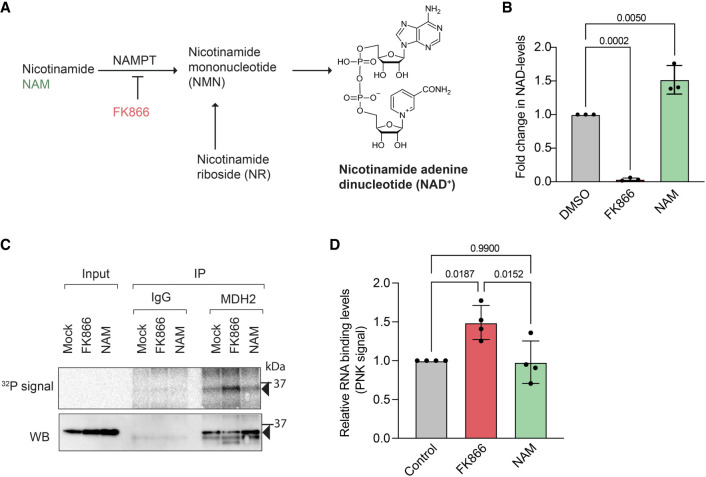
Pharmacological perturbation of cellular NAD^+^ levels affects MDH2's RNA binding. (*A*) Scheme of the salvage synthesis pathway for NAD^+^ showing the steps targeted by NAM and FK866 treatment, respectively. (*B*) Changes in cellular NAD(H) levels were measured after 48 h of treatment. (*C*) PNK assay to assess MDH2's RNA binding on alteration of cellular NAD(H) levels. Black arrows indicate the expected molecular mass of mature MDH2. (*D*) Quantification of RNA binding (PNK signal) of MDH2 after NAM/FK866 treatment. Data are reported as mean ± SD, number of experiments *n* = 3, individual *P*-values as calculated by ordinary one-way ANOVA with Tukey's multiple comparison test correction.

## DISCUSSION

In this study, we have characterized the RNA binding of the human mitochondrial enzyme MDH2. We confirmed cellular RNA binding using two orthogonal assays, and identified its RNA interactors by eCLIP. tRNAs, in particular, emerged as top binders, being significantly enriched in IP compared to SMI controls. Whether MDH2 binds full-length tRNAs or tRNA fragments that have been described to be generated especially under conditions of cellular stress (Su et al. 2020; Xie et al. 2020) remains to be defined. MDH2's preference for binding tRNAs is also supported by studies in yeast, which identified yeast MDH2 as an RBP that predominantly binds to small RNAs (Asencio et al. 2023). Interestingly, tRNA binding has also been reported previously for the NAD-dependent dehydrogenase GAPDH (Singh and Green 1993; Nagy and Rigby 1995). Sequence and structure motif analyses on the eCLIP results did not reveal significantly enriched motifs among MDH2's RNA binders. Similar observations were made previously for other RNA-binding metabolic enzymes, like ENO1 (Huppertz et al. 2022).

On investigation of the subcellular location of MDH2–RNA interactions by mitochondrial purification followed by RNA-binding assays, we found that MDH2 binds RNA predominantly outside of mitochondria, which is in excellent accord with the finding that cytosolic RNAs represent the major class of interactors. We also determined that MDH2's RNA binding does not require the N-terminal 52 amino acids of the precursor protein or its mitochondrial localization/targeting. The former implies that the mature protein that reaches the mitochondria bears all amino acids required for RNA binding, although this major MDH2 fraction does not contribute substantially to the overall amount of RNA bound by MDH2 in the conditions we have assayed. The latter observation is in further support of the predominantly cytosolic nature of the MDH2–RNA interaction. We envision that RNA binding by MDH2 may be determined by its environment, which is discussed in more detail below.

Primarily cytosolic RNA binding of a mitochondrial metabolic enzyme is somewhat unexpected, and there are limited data from other systems (Wang et al. 2017). Following viral infection, mitochondrial glutamic-oxaloacetic transaminase (GOT2) binds lncRNA-ACOD1, with an increased fraction of GOT2 appearing in the cytosol. The expression of lncRNA-ACOD1 is induced by viral infection, but it is currently not clear whether the RNA-binding pool of GOT2 is predominantly the precursor form or the mature GOT2 protein present in the cytosol by an as yet-unidentified mechanism. With the exception of proteins like cytochrome *c* that are released into the cytosol from mitochondria during conditions of cellular stress (Garrido et al. 2006), there is little evidence of mature mitochondrial proteins being released back into the cytosol. There have been reports of mitochondrial TCA cycle enzymes (Nagaraj et al. 2017; Kafkia et al. 2022) and the mitochondrial pyruvate dehydrogenase complex being localized to the nucleus (Sutendra et al. 2014). Translocation across the mitochondrial membranes, followed by nuclear import and mitochondria-derived vesicles (Sugiura et al. 2014), has been discussed as a potential mechanism of localization outside the mitochondria. Examination of the MDH2 signal from PNK and 2C assays does not allow a clear assignment of whether the MDH2 preprotein or mature MDH2 binds RNA. The molecular mass difference between the two is only ∼2–3 kDa, and the effect of cross-linked RNA on gel migration must also be taken into account. Therefore, both possibilities remain open for now.

At present, possible functional roles of the MDH2–RNA interactions include both “moonlighting” of MDH2 as a posttranscriptional effector of the fates of the bound RNAs as well as riboregulation of MDH2 function by the bound RNAs (Hentze et al. 2018). Although a “moonlighting” role has been suggested in a previous study (Chen et al. 2017), a rigorous analysis using carefully designed RNA-binding mutants is needed to deconvolute the situation. In addition to previously described effects of RNA on TCA cycle activity by disrupting an FH–MDH2–CS metabolon (Sang et al. 2021), other regulatory effects of RNA on MDH2 can also be imagined, including direct modulation of MDH2's enzymatic activity, regulation of its mitochondrial function by cytoplasmic sequestration, or modulation of mitochondrial import.

Our finding that MDH2–RNA interactions respond to cellular NAD^+^ levels may indicate physiological regulation by the concentration of this cofactor and/or other related metabolites. Nucleotide-binding domains, especially NAD-binding domains, have been associated with RNA binding of metabolic enzymes in several RNA interactome captures (Castello et al. 2015; Perez-Perri et al. 2023). For RNA-binding dehydrogenases like GAPDH (Singh and Green 1993; Sioud and Jespersen 1996; Rodriguez-Pascual et al. 2008) and LDH (Pioli et al. 2002), NAD^+^ has been reported to compete with RNA binding. Thus, NAD^+^ may also compete with RNA to bind MDH2, directly or allosterically, explaining the observed increase in MDH2's RNA-binding following FK866 treatment (Fig. 5). Extending this hypothesis further, compartmentalized NAD^+^ levels in the cytosol and mitochondria could be a determinant of the compartmentalization of MDH2's RNA binding, the typically lower concentration of NAD^+^ in the cytosol being less restrictive to RNA binding than the higher mitochondrial NAD^+^ levels (Di Lisa et al. 2001; Alano et al. 2007; Cambronne et al. 2016; Sallin et al. 2018). However, precise quantification of NAD^+^ levels across compartments is challenging, and there are limited data available on the absolute concentration of NAD^+^ in cytosol compared to the mitochondria (VanLinden et al. 2015). Moreover, MDH2 activity has been found to be regulated by acetylation, a conceivable indirect effect of NAD^+^ modulation via NAD^+^-dependent SIRT deacetylases (Marcus and Andrabi 2018; Parodi-Rullán et al. 2018). Therefore, acetylation-driven regulation of MDH2's RNA binding also deserves to be considered.

In conclusion, our data highlight an unexpected facet of the RNA-binding activity of a mitochondrial enzyme that is not yet functionally understood, but that serves as an example of the scope of RNA–protein interactions in cells. The strong conservation of RNA binding by MDH2 and the effect of altered NAD^+^ levels on RNA binding suggest that the RNA-binding properties of MDH2 warrant further exploration.

## MATERIALS AND METHODS

### Cell culture

Huh7 cells were maintained in a 37°C incubator with 5% CO_2_, with Dulbecco's modified Eagle's medium (DMEM) growth media (reconstituted from Sigma D5523) supplemented with 1 g/L d-glucose (Sigma), 10% heat-inactivated FBS (Thermo Fisher Scientific 10270106), 2 mM l-glutamine (Thermo Fisher Scientific 25030081), and 100 U/mL penicillin-streptomycin (Thermo Fisher Scientific 15140122).

### Protein extracts, SDS-PAGE, and western blotting

For the preparation of cell lysates, cells were washed twice with ice-cold PBS and lysed in RIPA buffer (50 mM Tris/HCl, pH 7.5, 150 mM NaCl, 1% NP40, 0.1% SDS, 0.5% Na-deoxycholate), and then supplemented with fresh complete protease inhibitor cocktail. The lysates were sonicated and cleared by centrifugation at 10,000*g* for 15 min. Protein amounts were estimated with Pierce 660 reagent (Thermo Fisher Scientific 22660) against defined BSA standards (Thermo Fisher Scientific 23208). Samples were prepared for electrophoresis by the addition of 4× loading buffer (Thermo Fisher Scientific NP0007) supplemented with TCEP as a reducing agent and incubated for 10 min at 70°C. 4%–15% Tris-Glycine (Bio-Rad precast gradient gels 5671084) were used for protein separation. Proteins were transferred to PVDF/nitrocellulose membranes using the Transblot semi-dry blotting system (Bio-Rad). The transfer was usually performed at 25 V for 7 min. The membranes were incubated with the blocking buffer (5% milk in 0.05% PBST) for 30 min to 1 h at room temperature (RT). This was followed by incubation with primary antibodies against the target protein at 4°C O/N or 1–3 h at RT on a rotator. The primary antibody was diluted in the blocking buffer. The membrane was washed three times with 0.05% PBST with 5-min incubations. After washing off the unbound primary antibody, the membrane was incubated for 30 min at RT in HRP-conjugated secondary antibody diluted in the blocking buffer. After three washes with 0.05% PBST with 5-min incubations, the membranes were developed in ECL solution (Sigma WBKLS0500) or the SuperSignal West Femto/Atto solutions (Thermo Fisher Scientific A37558, 34095). The antibodies used were rabbit polyclonal MDH2 antibody (Proteintech 15462-1-AP, 1:1000), goat MDH2 antibody (Everest Bio EB13027, 1:1000), FLAG (Sigma-Aldrich F1804, 1:2000) DHX9 (Abcam ab26271, 1:5000), Tom20 (Proteintech 11802-1-AP, 1:1000), Tom70 (Proteintech 14528-1-AP, 1:1000), Nucleolin (Abcam ab50279, 1:1000), and HuR (Proteintech 11910-1-AP, 1:1000).

### PNK assay

Cells (80%–90% confluency) were washed twice with ice-cold PBS and irradiated with UV light (254 nm) of 150 mJ/cm^2^ energy on ice. The cells were lysed in RIPA buffer. The lysates were sonicated and cleared by centrifugation at 10,000*g* for 15 min at 4°C. Around 200–600 μg of total protein lysate was used for PNKs. The lysates were treated with 0.1–0.6 ng/μL RNaseA (Thermo Fisher Scientific EN0531) and 2U of Turbo DNAse (Thermo Fisher Scientific AM2239) for 15 min at 37°C. The lysates were spun down briefly and a fraction of lysate was set aside as input to assess IP efficiency in a western blot. The remaining lysates were for IPs. For IP of MDH2, SureBeads ProteinA magnetic beads (Bio-Rad 1614013) coupled with MDH2 antibody (Proteintech 15462-1-AP) were used. An isotype-matched rabbit IgG (Cell Signalling 02/2018) coupled to SureBeads ProteinA magnetic beads were used in parallel IPs as background control. For IP of overexpressed FLAG-tagged MDH2 variants, FLAG M2 beads (Merck M8823) were used. The lysate-antibody-coupled bead mixture was incubated for 2 h at 4°C . The beads were washed with RIPA buffer (50 mM Tris/HCl, pH 7.5, 150 mM NaCl, 1% NP40, 0.1% SDS, 0.5% Na-deoxycholate, fresh complete protease inhibitor cocktail), RIPA-HS buffer (50 mM Tris/HCl, pH 7.5, 500 mM NaCl, 1% NP40, 0.1% SDS, 0.5% Na-deoxycholate, fresh complete protease inhibitor cocktail), and PNK buffer (50 mM Tris/HCl, pH 7.5, 50 mM NaCl, 0.5% NP40, 10mM MgCl_2_, fresh 5 mM DTT, fresh complete protease inhibitor cocktail) for 2 min each. For labeling the RNA, the beads were incubated in the 30 μL T4 PNK reaction mix (0.3 μL of 0.1 μCi/μL γ-32P ATP, 3U of T4 PNK enzyme [NEB M0201L] in 1× PNK reaction buffer containing 1 mM DTT) for 15 min at 37°C. Following four washes with the PNK buffer, proteins were eluted off the beads at low pH (0.1 M glycine, pH 2.0) for endogenous MDH2 IP and incubation with 250 μg/mL 3XFLAG peptide (Merck F3290) in the case of FLAG IP. When eluted at low pH, the sample solution was neutralized by the addition of 1.5 M Tris–HCl, pH 8.5. After the addition of 4× sample loading buffer (Thermo Ficher Scientific NP0007) with added TCEP (Merck 646547), the samples were boiled for 10 min at 70°C. The samples were resolved using SDS-PAGE and further transferred to a nitrocellulose membrane. After drying the membrane, it was exposed to a phosphor screen overnight. The screen was scanned on a Typhoon FLA 9500 system at 600 nm. The membrane was further immunoblotted with MDH2 antibody to estimate IP efficiency.

### 2C Assay

2C was performed as described (Asencio et al. 2018). Huh7 cells were grown to 80%–90% confluency in 15-cm dishes. Cells were washed twice with ice-cold PBS and irradiated with UV light (254 nm) of 150 mJ/cm^2^ energy on ice. The cells were lysed in RIPA buffer (50 mM Tris/HCl, pH 7.5, 150 mM NaCl, 1% NP40, 0.1% SDS, 0.5% Na-deoxycholate, fresh complete protease inhibitor cocktail). The lysates were sonicated and cleared by centrifugation at 10,000*g* for 15 min; 1–1.5 mg of samples were processed for 2C. A fraction of the input was set aside for western blot assessment. Samples were processed according to the manual using the components of the Zymo RNA mini kit (Zymo R1013). The RNA and RNA–protein complexes were eluted from the column with 100 µL Nuclease-free water. The eluates were treated with 5U Turbo DNAse (Thermo Fisher Scientific AM2239) for 30 min at 37°C. In selected samples, 5 U RNase I (Ambion AM2294) was included in the reaction. The samples were then processed for a second round of 2C as described above. The eluates were treated with RNase I (Ambion AM2294) (with exceptions) to digest the eluted RNA in the RNP complexes and visualize the protein around the expected molecular mass using western blotting. Samples were mixed with 4× sample loading buffer (Thermo Fisher Scientific NP0007) supplemented with TCEP and incubated for 10 min at 70°C before gel loading. The samples were resolved using SDS-PAGE and immunoblotted with the antibodies of interest.

### eCLIP

eCLIP was performed according to published protocols (Van Nostrand et al. 2016) with the following changes. Seventy-five microliters of SureBeads ProteinA magnetic beads (Bio-Rad 1614013) was coupled with 6 μg of MDH2 antibody (Proteintech 15462-1-AP) for 2 h at 4°C. Five hundred micrograms of precleared cell protein lysate was treated with 1 U RNase I (Ambion AM2294) for 5 min at 37°C. After the addition of 4 μL of RNAsin Plus ribonuclease inhibitor (Promega N2611), the samples were spun down, transferred to a new tube, and used for IP with the antibody-coupled beads. Before IP, 1% of the input was set aside as SMI control. The IP was performed at 4°C for 2 h. Isotype-matched IgG was used as a control. The RNA adaptors X1A (/5Phos/rArUrArUrArGrGrNrNrNrNrNrArGrArUrCrGrGrArArGrArGrCrGrUrCrGrUrCrUrArG/3SpC3/), RiL19 (/5Phos/rArGrArUrCrGrGrArArGrArGrCrGrUrCrGrUrG/3SpC3) and DNA adaptors AR17 (ACACGACGCTCTTCCGA) and (rand3Tr3/5Phos/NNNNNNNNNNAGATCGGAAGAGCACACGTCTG/3SpC3/) were used for reverse transcription and linker ligation, respectively, as described in the original eCLIP protocol (Van Nostrand et al. 2016). Following library preparation till the cDNA step as described previously (Van Nostrand et al. 2016), we optimized the number of cycles required for the final PCR using test PCRs with 10% of the cDNA sample followed by gel analysis (6% TBE gels, Thermo Fisher Scientific EC6265BOX). cDNA libraries from MDH2 IP (14 cycles), IgG IP (14 cycles), and SMI (nine cycles) were multiplexed and analyzed with paired-end sequencing on NextSeq 500 using different cycle numbers for read 1 (20 cycles) and read 2 (130 cycles), with index 1 and 2 read by eight cycles each.

### eCLIP data analysis

The quality of the eCLIP raw reads was examined using fastqc (Andrews 2010) (v0.11.8). The Unique molecular identifier (UMI) barcodes, attached during library preparation, were appended to the read name using UMI tools (v1.0.0) extract (Smith et al. 2017). The adapters were trimmed and shorter reads (length <18 nt) were discarded using cutadapt (v2.5) (Martin 2011). The trimmed reads were mapped to the human genome (GRCh38.v23 from GENCODE) using STAR (v2.7.1a) (Dobin et al. 2013). Reads that align to more than 10 genomic locations were discarded using “outFilterMultimapNmax 10” parameter. The other STAR parameters used are as follows: “sjdbOverhang 149,” “outSAMunmapped Within,” “outFilterMultimapScoreRange 1,” “outFilterType BySJout,” “outReadsUnmapped Fastx,” “outFilterScoreMin 10,” “alignEndsType Extend5pOfRead1,” “genomeLoad NoSharedMemory,” “outSAMattributes All,” “outFilterMismatchNoverLmax 0.08,” “seedSearchStartLmax 10.” All others are set to default. PCR duplicated reads from the aligned reads were removed using UMI tools dedup based on the UMI barcode.

The tRNAs, provided by tRNAscan (Lowe and Chan 2016), were added to the GENCODE (v23) annotation of the GRCh38.v23 genome and preprocessed with the htseq-clip suite (Sahadevan et al. 2022). These annotations were reformatted into sliding windows of 50 nt with a step size of 20 nt, using htseq-clip annotation and createSlidingWindows functions. The cross-link site was extracted as 1 nt upstream of the alignment start position for each aligned read using the htseq-clip extract function. htseq-clip count was used to quantify the total number of cross-link sites per sliding window and was converted into an R-friendly count matrix using htseq-clip createMatrix function. The count matrix was prefiltered to retain only those windows with a minimum of 10 cross-link sites in at least three samples. DEWSeq (v1.0.0) (Schwarzl et al. 2024), a R/Bioconductor package, was used to determine significant cross-link enrichment of windows in IP samples over the SMI control samples (*P*_adj_ ≤ 0.05 and log_2_FC ≥ 1). The Bonferroni method (Bland and Altman 1995) was used to control the familywise error rate, and the Benjamini–Hochberg method (Benjamini and Hochberg 1995) was used to control the false discovery rate. Windows with significant enrichment in MDH2 IP in comparison to SMI (*P*_adj_ ≤ 0.05 and log_2_FC ≥ 1) were selected for further downstream analysis and overlapping windows among these were merged into binding regions. These binding regions (782) were then screened to remove those binding sites with zero read counts in the input samples (to prevent artificial enrichment), as well as aberrant single-peak cross-linking sites (mostly in intronic regions). To generate Figure 2A, the number of cross-linking counts of MDH2 on the identified regions (aggregated normalized counts of cross-link sites across all windows in the region) was used (Supplemental Table S1).

### Protein expression and purification

petM22 protein purification constructs were transformed into BL21 Rosetta (DE3) cells. The transformed bacteria were grown overnight at 37°C in 25 mL Lysogeny broth (LB) media supplemented with Kanamycin (Sigma K0254). For autoinduction of MDH2 and eGFP proteins, the preculture was diluted 1:100 in Terrific broth (TB) supplemented with 1.5% lactose, 0.05% glucose, 2 mM MgSO_4_ for growth at 37°C until the OD reached 0.7–0.8. The bacterial culture was then transferred to an 18°C incubator for overnight growth with shaking at 180 rpm. The Strep-Tactin Superflow high-capacity resin (IBA Lifesciences 2-1208-002) was used to purify the protein. First, the cells were lysed by sonication in 100 mM Tris/HCl, pH 8.0, 150 mM NaCl, 1 mM EDTA supplemented with free protease inhibitors, and 250 μg/mL lysozyme. The cells were sonicated for 7 min at 50% duty, 70% power on wet ice, and centrifuged at 15,000*g* for 15 min to remove debris. The supernatant was allowed to flow through a polypropylene column packed with Strep-Tactin resin. The column was washed five times with 100 mM Tris/HCl, pH 8.0, and 150 mM NaCl. The column-bound protein was eluted in fractions with 100 mM Tris/HCl, pH 8.0, 150 mM NaCl, 1 mM EDTA, and 2.5 mM desthiobiotin (IBA Lifesciences 2-1000-002). The eluted fractions containing the highest concentration of the expressed protein were pooled and dialyzed against the storage buffer containing 10 mM Tris/HCl, 150 mM NaCl, and 5% glycerol. The sample concentration was estimated by UV–Vis spectroscopy (absorbance at 280 nm) and using defined BSA standards (Thermo Fisher Scientific 23208) through SDS-PAGE analysis. If needed, the samples were concentrated using Amicon Ultra-0.5 Centrifugal Filter Unit (Millipore UFC5010). The purified protein aliquots were stored at −80°C.

### Electromobility shift experiments

Binding reactions containing 10 nM Cy5-labeled RNAs (IDT, Sigma) and defined amounts of proteins were set up in 10 mM Tris–HCl pH 7.5, 150 mM NaCl, 20% glycerol, 0.5 mM DTT, 5 mM MgCl2, 0.01 μg/µL BSA and incubated at 25°C for 20 min. The probe sequences for the Arg TCT 3-2 tRNA and the control probe were, respectively, GGCUCUGUGGCGCAAUGGAUAGCGCAUUGG and AUAUUUAGCUCAGGCCCGUGGCGCC. The binding reactions were resolved and analyzed using native polyacrylamide gel electrophoresis (4%–15% Tris-Glycine gradient gels in running buffer containing 34 mM Tris–HCl, 66 mM HEPES, 0.1 mM EDTA), with the separation done at 100 V for 75 min. Fluorescent signal on the RNA was analyzed using Typhoon FLA-9500.

### Mitochondrial fractionation and cross-linking

Cells grown to 80%–90% confluency were washed two times with ice-cold PBS and harvested in 3 mL of 20 mM HEPES pH 7.4–7.6, 220 mM mannitol, 70 mM sucrose, 1 mM EDTA supplemented with 2 mg/mL BSA, complete EDTA-free protease inhibitors, and RNAsin (Promega N2611). Cells were allowed to swell by incubation for 10 min at 4°C and lysed with 20–25 strokes of a Dounce homogenizer. Nuclei were pelleted by centrifugation at 1000*g* for 10 min at 4°C. The supernatant was centrifuged at 15,000*g* for 20 min at 4°C to pellet mitochondria. The mitochondrial pellet was washed two times with 20 mM HEPES pH 7.4–7.6, 220 mM mannitol, 70 mM sucrose, and 1 mM EDTA. The wash buffer was removed by centrifugation for 20 min at 4°C. The pellet was resuspended in 100 μL of 20 mM HEPES pH 7.4–7.6, 220 mM mannitol, 70 mM sucrose, and 1 mM EDTA, and then irradiated with UV light after spreading on a glass bottom dish. The mitochondria were lysed by sonication after adding the excess volume of RIPA buffer (50 mM Tris/HCl, pH 7.5, 150 mM NaCl, 1% NP40, 0.1% SDS, 0.5% Na-deoxycholate, fresh complete protease inhibitor cocktail). The lysates were snap-frozen and stored at −80°C till further use. Whole-cell samples were processed at the same time by cross-linking and lysis in RIPA buffer (50 mM Tris/HCl, pH 7.5, 150 mM NaCl, 1% NP40, 0.1% SDS, 0.5% Na-deoxycholate, fresh complete protease inhibitor cocktail).

### Transfections

Cells were transfected using either the forward (plating cells on the day before) or reverse method (plating cells right before) transfection. Lipofectamine 3000 reagent (Thermo Fisher Scientific 11668030) was used according to the manufacturer's instructions to transfect plasmids.

### Immunofluorescence

Cells were grown to 60% confluency on coverslips/multiwell glass bottom dishes (ibidi) and fixed with 4% paraformaldehyde (Thermo Fisher Scientific 28906). 0.2% Triton X-100 was used to permeabilize cells by incubation at RT for 10 min. Samples were blocked in the IF blocking buffer (2.5% BSA in 0.05% Triton X-100) for 30 min at RT. After blocking, samples were incubated with antibodies diluted in IF blocking buffer for 1 h at 37°C. Samples were washed three times in 0.05% Triton X-100 before incubating with the secondary antibody labeled with the fluorescent dye (also diluted in the blocking buffer) for 45 min to 1 h at RT in the dark. The following secondary antibodies from Life Technologies were used: antirabbit Alexa Fluor 488 (A21206), antimouse Alexa Fluor 488 (A21202), and antirabbit Alexa Fluor 647 (A21245). Nuclei were stained by incubation with Nucblue reagent (Thermo Fisher Scientific R37606) diluted in 0.05% Triton X-100 (Invitrogen) for 10 min. The samples were further washed two times before mounting on a glass slide using ProLong Diamond antifade mountant (Invitrogen P36961) or the addition of mounting solution (ibidi 50001) in glass dishes. The glass slides were left to cure overnight at RT before imaging and stored for the long term at 4°C. Images were acquired on an Olympus 3000FV microscope with either a 60× objective/40× objective.

### Cellular NAD modulation

Cells growing at ∼60% confluency were treated with 5 nM FK866 (Merck 481908), 5 mM NAM (Sigma N0636), or DMSO (Merck 1.02950) for 48 h before harvest. A fraction of the cell lysates was used to estimate NAD(H) levels using the NAD/NADH quantification kit (Sigma MAK037) according to the manufacturer's instructions.

### Quantification and statistical analysis

GraphPad Prism version 9.3.1 was used for statistical analysis of experimental data (excluding sequencing data). The tests used are documented in the figure legends wherever applicable.

## DATA DEPOSITION

Sequencing data have been submitted to GEO and are available under accession number GSE249145.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Figures and Tables

**Michelle Noble:**

How the deposited data were processed for this re-analysis (not part of the article)

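The data are the 9 eCLIP libraries of Huh7 cells, with 3 replicates each of MDH2 IP, SMI and IgG IP. The authors trimmed and aligned the reads, removed PCR duplicates by molecular identifiers, took the position next to the start of each alignment as the cross-link site, and deposited counts of these sites in sliding windows of 50 nt with a step of 20 nt, not normalized. The table lists windows with at least 1 count in any library. Its gene models are those of GENCODE v23 on GRCh38 with tRNA genes added, and up to 10 alignments per read were kept. Each replicate has its own column, and 0 columns were left unused. A count of a site enters up to 3 windows of a feature, so sums over windows exceed the number of sites. In a set of windows that do not overlap, the counts per library were between 1985935 and 3183081 in MDH2 IP, between 2796754 and 3295322 in SMI and between 545598 and 985346 in IgG IP.

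Identifiers were grouped into RNA classes by their gene type in GENCODE v44. Identifiers without a match held 0.92% of all counts and were kept as a class of their own. Of 359 numbered tRNA identifiers, 358 were kept with 1003 windows, and 1 was left out because its counts were those of a mitochondrial tRNA. No coordinates of windows are given, since the annotation used here is not the release with which the windows were made.

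Windows with at least 10 counts in at least 3 of the 6 libraries compared were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood test. Only the groups compared entered a fit, without a block. The p-values were one-sided for enrichment, multiplied by the number of overlapping tested windows of the feature, and adjusted by the Benjamini-Hochberg method. Enriched windows had an adjusted p of at most 0.05 and a log2 fold change of at least 1. Overlapping enriched windows were merged into regions, and regions with 0 counts in all 3 SMI libraries were left out. The paper's screen for aberrant single-peak sites was not repeated. Counts were also summed over the windows of each gene and tested, two-sided, for genes with at least 10 counts in at least 3 libraries. Of 17056 genes tested between MDH2 IP and SMI, 2800 were higher and 3061 lower in MDH2 IP at an adjusted p of at most 0.05. Shares of counts were compared by exact two-sided permutation tests, which cannot give a p below 0.1 with 3 libraries against 3. A fold against libraries with 3 or fewer counts was computed against 3 counts and is given as a lower bound.

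The tests were tried on simulated data with known answers, drawn from the means, dispersions and library sizes of the real libraries. With 200 of 43765 windows raised 4-fold, 96.5% were recovered with 9 false calls. With 200 of 16587 genes raised 4-fold, 87.5% were recovered with 4 false calls. No replicate pair differed by less than the sampling noise: the chi-square per degree of freedom was at least 2.

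The text names the RNAs that the paper names in its eCLIP results, MDH2, the MT-tRNA genes as a family, the 5 RNAs with the most normalized MDH2 IP counts in regions of each RNA class, and the 5 windows with the largest log2 fold change among those enriched and higher in every MDH2 IP than in every SMI library. RNAs named outside this rule are marked as chosen after their values were seen. Of the numbered tRNA identifiers, only the 2 with the most counts are printed. The alternatives were the DESeq2 1.42.0 Wald test, other scalings (size factors of DESeq2, total counts, and TMM without tRNA and mitochondrial windows), other count filters, a two-sided p, a fit of all 9 libraries, the replicate number as a block, a log2 fold change of at least 2, other screens of regions, IgG IP as the control, and leaving out each library in turn. Principal components used a prior count of 2. Python 3.11.15 and matplotlib 3.10.9 were used for tables and plots. The probe sequences were matched to GRCh38 on both strands.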

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

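The comparison of IgG IP with SMI is not reported in the paper. The test of whether the IgG IP rises at the same places as the MDH2 IP was set before the result was seen, and the tests on MT-tRNAs and nuclear tRNAs under the other observations were chosen only after it.

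In IgG IP over SMI, 1645 of 26666 tested windows were enriched, which is a signal in libraries for which the paper reports no test. Of the 10 ways to split these 6 libraries into 3 and 3, 1 gave as many calls, the real one. A share under 0.1 is not possible with this design. The other splits mix IgG IP and SMI libraries, which widens the spread within groups, so their 0 calls decide nothing. In 10 simulations of unchanged groups that shared the SMI libraries, 0 windows were called. At the peaks of the binding regions, the median log2 fold change of IgG IP over SMI was 1.67 in a fit of all 9 libraries, near that of MDH2 IP over SMI at 1.79; in the simulations, the most changed windows had a median of at most 0.4. The correlation of the 2 fold changes across windows was 0.725, against at most 0.279 in the simulations. A candidate explanation is RNA that both IPs pull down, for example by the beads or the shared steps after the IP. Against a large amount of such RNA, the paper's PNK assay showed little signal in the IgG IP. The number of PCR cycles, 14 in both IPs and 9 in SMI, goes with the same split of the libraries and remains open, as does the amount of RNA recovered, which was not measured. No biological explanation was tested, since the design names no condition that separates IgG IP from SMI.

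The window in intron 1 of SYCP2L had 3808, 1208 and 811 counts in the IgG IP libraries and 118, 205 and 83 in the SMI libraries, a log2 fold change of 6.38 in IgG IP over SMI. It rose by 4.64 in MDH2 IP over SMI. The same counts are listed for an intron of ENSG00000272162, which overlaps it. The rise in both IPs is as RNA pulled down by both would give, and a repeated sequence that gathers reads with several alignments was not tested.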

How the results depend on the processing

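The alternatives were set before the data were examined, except for the DESeq2 Wald test combined with leaving out short intronic regions, which was chosen after seeing the data. The cause of a difference was not tested unless it is stated. Each count or share is followed by its value under an alternative.

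In the main setting, 2080 windows, 1101 regions, 1009 regions with SMI counts and 612 RNAs were called. With a log2 fold change of at least 2, these were 950, 534, 442 and 342, with 2 MT-tRNAs and shares of 98.5% for cytosolic RNAs, 37.1% for nuclear tRNAs and 52.6% for mRNAs. With the DESeq2 Wald test, they were 1021, 496, 404 and 306, with shares of 95.4%, 29.1% and 51.2%. With total counts as the library size, they were 12171, 5317, 5225 and 1652, with 97.5%, 8.59% and 80.8%; the median log2 fold change of all windows moved from 0.05 to 0.62 and the share of higher calls from 29.1% to 83.6%. With a two-sided p and Benjamini-Hochberg adjustment alone, they were 4266, 2116, 2024 and 970, with 97.2%, 17.8% and 68.7%.

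Each SMI was set aside before an IP, and the text does not say that the replicate numbers mark the same lysate, so whether they pair the libraries is open. The correlation of the deviations of MDH2 IP and SMI libraries with the same number was 0.0431, 0.384 and 0.381. With the replicate number as a block, 3819 windows, 1938 regions and 1846 regions with SMI counts were called, the shares were 97.1%, 18.4% and 67.7%, and 13.4% of the regions were also enriched in IgG IP over SMI. GAS5 and MDH2 each had a region in this setting.

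Leaving out regions with 0 counts in any SMI library gave 56.1% for mRNAs. Leaving out intronic regions of 3 or fewer windows gave 94.6%, 34.4% and 43.9% for cytosolic RNAs, nuclear tRNAs and mRNAs. The DESeq2 Wald test with the same regions left out gave 303 regions with SMI counts, 227 RNAs and 93.0%, 44.4% and 28.6%. Taking the highest window of each region gave 95.7%, 32.7% and 53.9%, and subtracting the mean SMI count gave 97.1%, 27.9% and 57.3%. With at least 20 counts in at least 3 libraries, fewer windows were tested, the shares of cytosolic RNAs and mRNAs were 94.9% and 61.5%, and 860 windows were enriched in IgG IP over SMI. Keeping only regions also enriched over IgG IP left 11 RNAs, 0 MT-tRNAs and 5 nuclear tRNAs, with 100%, 84.4% and 15.6%.

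Against IgG IP, 45 windows were enriched in MDH2 IP, and 21, 145, 70 and 273 with the DESeq2 Wald test, total counts, at least 5 counts in at least 2 libraries and the two-sided p. The share of regions also enriched over IgG IP rose from 1.09% to 2.92% with the two-sided p. The share also enriched in IgG IP over SMI, 17.5%, was 28.7% with the DESeq2 Wald test, 10.5% with total counts, 13.8% with the two-sided p, 14.4% with at least 20 counts and 30.7% with at least 5 counts in at least 2 libraries, a filter under which 6535 windows were enriched in IgG IP over SMI.

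With IgG IP as the control in place of SMI, the difference in the mitochondrial share changed sign, from -1.37 to 1.05 percentage points (-0.061 against SMI without the gene with the most counts and -5.58 over filtered windows), and 3 of 13 named RNAs were enriched in place of 10. The log2 fold change of RPS23 became 0.20, of MT-TY -0.11, of MT-TP -0.30 and of MT-TG -0.00022, with a lowest adjusted p of 0.307 (edgeR test). The ratio of distances in the principal components was 0.125, and 2.41 with the 500 windows of highest variance.

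Leaving out 1 library each time gave from 282 to 1271 windows, 158 to 691 regions, 158 to 578 regions with SMI counts, 125 to 393 RNAs, 5 to 10 MT-tRNAs and 15 to 22 nuclear tRNAs. The lowest of the first 4 counts came without MDH2 IP replicate 1. The filter still needed at least 10 counts in at least 3 libraries, so fewer windows were tested each time. The filter itself can thus lower these counts. The shares ranged from 90.7% to 97.4% for cytosolic RNAs, 25.5% to 37.4% for nuclear tRNAs and 41.6% to 53.9% for mRNAs. Windows enriched over IgG IP ranged from 12 to 50, regions also enriched over IgG IP from 0.685% to 3.17% (the highest without SMI replicate 1), regions also enriched in IgG IP over SMI from 10.5% to 57.0% (the highest without MDH2 IP replicate 1), and windows enriched in IgG IP over SMI from 950 to 1286.

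Of the values of single RNAs and windows under the alternatives run for them, 27 were weaker and 4 were reversed in sign, while 614 kept their direction and side of the threshold. IgG IP as the control was run there for whole genes only, so windows with a log2 fold change over IgG IP below 0, such as those of SYCP2L (-1.48), SNHG22 (-2.48), ENSG00000270066 (-1.04) and MT-TY (-0.81), are not among the 4. The test of windows without a filter beyond 1 count was not run. The depth of the IgG IP libraries limits which differences over IgG IP can be called.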

Differences from the paper's values

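Before screening, the paper reports 782 binding regions and 1101 were found here, within 1.5 times; at that step, a log2 fold change of at least 2 (534), the size factors of DESeq2 (1114), TMM without tRNA and mitochondrial windows (1073), at least 20 counts in at least 3 libraries (833) and leaving out SMI replicate 2 (663) or 3 (691) were also within 1.5 times. The DESeq2 Wald test (496), total counts (5317), at least 5 counts in at least 2 libraries (1416), the two-sided p (2116), the fit of all 9 libraries (1179), the replicate block (1938) and leaving out MDH2 IP replicate 1 (158), 2 (389) or 3 (438) or SMI replicate 1 (415) were not. After screening, the paper reports 524, from windows called with DEWSeq. Here 1009 were found with edgeR and without the paper's screen of single-peak sites, so both the test and the screen differ. Of the alternatives set before the data were examined, the DESeq2 Wald test (404), a log2 fold change of at least 2 (442) and at least 20 counts in at least 3 libraries (786) differed from the paper's count by no more than 1.5 times. Leaving out regions with 0 counts in any SMI library, leaving out short intronic regions, the other scalings, at least 5 counts in at least 2 libraries, the two-sided p, the fit of all 9 libraries and the replicate block (1846) did not. Leaving out MDH2 IP replicate 2 (389) or 3 (438) or SMI replicate 2 (562) or 3 (578) did, and leaving out MDH2 IP replicate 1 (158) or SMI replicate 1 (316) did not. The paper reports 361 unique RNAs, against 612 here; the DESeq2 Wald test (306), a log2 fold change of at least 2 (342), at least 20 counts in at least 3 libraries (443) and the screens of intronic regions and of regions with 0 counts in any SMI library differed from it by no more than 1.5 times, as did leaving out MDH2 IP replicate 2 (264) or 3 (252) or SMI replicate 1 (269), 2 (393) or 3 (387), and the other alternatives did not.

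The share of cross-link counts on nuclear tRNAs is about 43% in Fig. 2A, read by eye, and 24.1% here. Leaving out intronic regions of 3 or fewer windows (34.4%), a log2 fold change of at least 2 (37.1%), the highest window of each region (32.7%) and the DESeq2 Wald test (29.1%) came within 1.5 times, as did leaving out MDH2 IP replicate 1 (37.4%) or SMI replicate 1 (34.3%) or 3 (31.4%), and the other alternatives did not. The DESeq2 Wald test with short intronic regions left out gave 44.4%, a setting chosen after seeing the values. The mRNA share is about 35% in Fig. 2A, read by eye, and 59.1% here; leaving out intronic regions of 3 or fewer windows gave 43.9% and the DESeq2 Wald test 51.2%, within 1.5 times, as did leaving out MDH2 IP replicate 1 (41.6%) or SMI replicate 1 (48.1%), 2 (51.3%) or 3 (51.7%), and no other alternative did. The setting chosen after seeing the values gave 28.6%. The mitochondrial share is about 9% in Fig. 2A, read by eye, and 3.78% here, and of the alternatives set before the data were examined only leaving out MDH2 IP replicate 1 (9.28%) or SMI replicate 2 (7.02%) came within 1.5 times.

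The paper gives the depth as 9.1 M uniquely mapped reads per MDH2 IP library and 4.3 M per IgG IP library. The median cross-link count in windows that do not overlap was 2.27 M in MDH2 IP, 3.16 M in SMI and 0.577 M in IgG IP. These are different measures, reads against cross-link sites in part of the transcripts, and no alternative concerns them. By this median, the MDH2 IP libraries were not deeper than the SMI libraries, although MDH2 IP replicate 1 (3183081) was above SMI replicates 1 and 2.

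The paper describes PABPC1 and CLU as top hits among mRNAs. By counts in regions, SYCP2L, ENSG00000272162, ZNF536, HSP90B1 and TECTA ranked above both; CLU ranked 6 and PABPC1 8. SYCP2L and ENSG00000272162 share 1 site, and the regions of these, ZNF536 and TECTA are intronic with 3 or fewer windows. The paper screened out single-peak sites that were mostly intronic, so this ranking holds only without such a screen. The paper describes close clustering of replicates; the IgG IP replicates were up to 341 apart here, against 42.6 from an IgG IP library to the nearest library of another group. With the 500 windows of highest variance, a setting fixed in advance, they were up to 13.9 apart, against 33.5 to the nearest other library. The paper reports no cross-linking sites on SCN1A, where MDH2 IP libraries had 2, 0 and 7 counts. The paper describes the Arg TCT 3-2 probe as longer than the 30 nt of the sequence in its methods. GAS5, described as not enriched, had a region under several alternatives, among them total counts as the library size, at least 5 counts in at least 2 libraries, the two-sided p and without MDH2 IP replicate 3.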

Other observations

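The tests on MT-tRNAs, MT-TT, the mitochondrial share and nuclear tRNAs were chosen only after the result was seen; the others were set before it. The test for the nuclear tRNA share took the place of 2 earlier ones after their results were seen, and the reading of the test for intronic regions was changed after its value was seen.

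Of the binding regions over SMI, 98.9% held no window enriched over IgG IP. Low depth of the IgG IP libraries as the whole cause is argued against by the fold changes, since the median log2 fold change over IgG IP at the region peaks was 0.109, where low depth alone would leave it near the 1.78 over SMI. In a fit of all 9 libraries, the upper quartile was 0.757. With SMI thinned to the totals of the IgG IP libraries in 5 draws, 32% of all regions on average were still enriched over SMI, against 1.09% over IgG IP; the regions had been chosen by the same SMI libraries, which raises this share. For the 153 regions at least 2-fold over IgG IP that were not called, low depth remains open: in the same draws, 25.1% of them on average were still enriched over SMI. The choice of relative scaling between the IPs is argued against, since at most 1.17% of the regions were enriched over IgG IP under 3 other scalings. All of these are relative to the counts of each library, so they cannot exclude a difference in the RNA recovered by the 2 IPs. With total counts, the windows enriched over IgG IP rose from 45 to 145, and the regions over SMI from 1009 to 5225. RNA that both immunoprecipitations pull down may account for most regions, since their peaks rose in IgG IP over SMI by a median of 1.67. These fold changes are relative and do not compare the amounts of RNA in the 2 IPs. In the paper's PNK assay, the IgG IP gave little signal, and the MDH2 signal depended on UV cross-linking. Of the 10 splits of the MDH2 IP and SMI libraries, 1 gave as many enriched windows. So did 1 of the 10 splits of MDH2 IP and IgG IP and, for genes over SMI, 1 of 10. Each was the real split, and no lower share is possible. The other splits mix the groups, which widens the spread within them, so their 0 calls decide nothing.

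For the MT-tRNAs with a region, the median log2 fold change over IgG IP was 0.128 over whole genes and -0.58 at the peaks, where 9 of 9 rose in IgG IP over SMI, so RNA that both immunoprecipitations pull down may account for their enrichment over SMI. MT-TT goes against it, with 1.18 over IgG IP, higher in 3 of 3 MDH2 IP libraries. The lower mitochondrial share in MDH2 IP than in SMI may be a property of both immunoprecipitations, as the mean share in IgG IP was 2.72%. The difference from SMI was -0.061 percentage points without MT-RNR2.

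The higher nuclear tRNA share in MDH2 IP is argued against as a property of both immunoprecipitations as the whole cause: the mean share of all counts was 0.147% in IgG IP, 0.198% in SMI and 0.546% in MDH2 IP, and every MDH2 IP library was above every IgG IP library (exact two-sided permutation test, p = 0.1, the smallest possible). This rests largely on the 2 tRNAs that held 80.1% of the nuclear tRNA counts in regions. Of the 23 nuclear tRNAs with a region, 5 had one also enriched over IgG IP. Of the 18 without such a region, 10 were also enriched in IgG IP over SMI. For those of the 10 with a negative gene log2 fold change over IgG IP, RNA that both immunoprecipitations pull down may be the cause. The exceptions had 1.84 and 1.69 over IgG IP (adjusted p = 0.0504 and 0.0535 from edgeR's quasi-likelihood test). In IgG IP over SMI, these exceptions had 0.04 and 3.25. MDH2 binding of the nuclear tRNAs with a region is a hypothesis that the libraries do not test apart from other differences between the antibodies.

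Intronic regions of 3 or fewer windows could be cross-links stacked at one position. In 49.6% of the 113 intronic regions of 2 or 3 windows (95% Wilson interval 40.5% to 58.6%), the windows held counts within 5% of each other, against 21.5% of 297 exonic ones (Fisher's exact test, two-sided, p = 6.26e-08). The prediction set before the result was most of these regions, and more often than in exons. By the threshold first set, over 50%, the first part failed. The interval was added after the value was seen; it includes 50%, so the first part was neither reached nor excluded. A biological site of 1 nt was not excluded.

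MDH2's own mRNA had a log2 fold change of 0.42 over SMI (standard error 0.12, adjusted p = 0.0251 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 MDH2 IP libraries, and no binding region. Its adjusted p was over 0.05 in 8 of 15 alternatives, up to 0.131. It had a region under several alternatives, among them total counts as the library size, at least 20 counts in at least 3 libraries and the two-sided p.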
